# Upregulation of complement proteins in lung cancer cells mediates tumor progression

**DOI:** 10.3389/fonc.2022.1045690

**Published:** 2023-01-05

**Authors:** Emily K. Kleczko, Joanna M. Poczobutt, Andre C. Navarro, Jennifer Laskowski, Amber M. Johnson, Sean P. Korpela, Natalia J. Gurule, Lynn E. Heasley, Katharina Hopp, Mary C.M. Weiser-Evans, Elizabeth B. Gottlin, Ryan T. Bushey, Michael J. Campa, Edward F. Patz, Joshua M. Thurman, Raphael A. Nemenoff

**Keywords:** complement, NSCLC, tumor microenvironment, RNA sequencing, factor H (FH)

## Abstract

**Introduction:**

*In vivo*, cancer cells respond to signals from the tumor microenvironment resulting in changes in expression of proteins that promote tumor progression and suppress anti-tumor immunity. This study employed an orthotopic immunocompetent model of lung cancer to define pathways that are altered in cancer cells recovered from tumors compared to cells grown in culture.

**Methods:**

Studies used four murine cell lines implanted into the lungs of syngeneic mice. Cancer cells were recovered using FACS, and transcriptional changes compared to cells grown in culture were determined by RNA-seq.

**Results:**

Changes in interferon response, antigen presentation and cytokine signaling were observed in all tumors. In addition, we observed induction of the complement pathway. We previously demonstrated that activation of complement is critical for tumor progression in this model. Complement can play both a pro-tumorigenic role through production of anaphylatoxins, and an anti-tumorigenic role by promoting complement-mediated cell killing of cancer cells. While complement proteins are produced by the liver, expression of complement proteins by cancer cells has been described. Silencing cancer cell-specific C3 inhibited tumor growth *In vivo*. We hypothesized that induction of complement regulatory proteins was critical for blocking the anti-tumor effects of complement activation. Silencing complement regulatory proteins also inhibited tumor growth, with different regulatory proteins acting in a cell-specific manner.

**Discussion:**

Based on these data we propose that localized induction of complement in cancer cells is a common feature of lung tumors that promotes tumor progression, with induction of complement regulatory proteins protecting cells from complement mediated-cell killing.

## Introduction

Lung cancer is the leading cause of cancer related deaths in the US (1), with lung adenocarcinoma (LUAD) comprising approximately 40% of cases. During the past 20 years it has become apparent that cancer progression is dependent on complex interactions between cancer cells and the tumor microenvironment (TME) (2). This has led to clinical development of therapeutic agents that target the TME, such as immune checkpoint inhibitors, that have been approved for numerous malignancies. While these innovative therapies tend to provide long-lasting benefit, the response rates in unselected lung cancer patients range from 14.5% to 20% in clinical trials (3–7). Furthermore, in LUAD with mutations in tyrosine kinase receptors (e.g., EGFR) or fusion kinases (e.g., EML4-ALK), the response rate is extremely low, and these patients are treated with specific inhibitors of the driver oncogenes (8). However, the TME plays a critical role in response to these agents as well (9, 10). The fact that these LUAD therapies only work in a subset of patients despite the major therapeutic advances of the past two decades (e.g., the development of targeted therapies (11–13) and immunotherapies (14)), only highlights the need for novel therapeutic targets in order to develop combination therapies that work more effectively for LUAD patients.

The interactions between cancer cells and immune cells of the TME involves a complex cross-talk in which both cell populations undergo phenotypic changes. These effects are mediated in large part by soluble factors produced by cancer cells that recruit specific populations of innate and adaptive immune cells. These recruited cells in turn signal back to the cancer cells, activating specific receptors expressed by these cells, altering the phenotype of the cancer cells. To study these interactions, our laboratory has employed an immunocompetent orthotopic mouse model, in which murine lung cancer cells derived from C57BL/6 mice are directly implanted into the lungs of syngeneic mice (15–18). Importantly, in this model cancer cells develop in the relevant microenvironment, and interact with lung-specific stromal cells. To begin to understand how cancer cells are altered by the TME, we compared the transcriptome of cancer cells recovered from orthotopic murine tumors with identical cells grown *in vitro* using RNA-seq. We used two cancer cell lines that express oncogenic KRas, and two cell lines that have EML4/ALK as the oncogenic driver. Our data identify common responses in all the cancer cells, as well as specific changes associated with distinct oncogenic drivers. The analysis reveals that pathways regulating anti-tumor immunity are induced and include antigen presentation, interferon signaling, and the complement pathway. We have further examined how specific complement regulatory proteins that are induced *in vivo* contribute to tumor progression.

## Materials and methods

### Mice

Green fluorescent protein (GFP) – expressing mice of C57BL/6 strain (C57BL/6-Tg(UBC-GFP)30Scha/J; #0043530) and wild-type (WT; C57BL/6J; #000664) were obtained from Jackson Laboratory (Bar Harbor, ME). Experiments were performed in 8-12 week old males. Animals were bred, housed, and maintained at the University of Colorado Anschutz Medical Campus vivarium. All procedures and manipulations were performed under an approved protocol by the Institutional Animal Care and Use Committee at the University of Colorado Anschutz Medical Campus.

### Tissue culture

Cells used in this project were CMT167 cells (19) (*Kras^G12V^*; p53 WT; originally provided by Dr. Alvin Malkinson at the University of Colorado), Lewis Lung Carcinoma cells (LLC; *Kras^G12C^*; p53 mutant; purchased from ATCC), EA1 cells (*Eml4-Alk*; p53 WT, developed by Dr. Stephen Malkoski at the University of Colorado (20).; and EA2 cells (*Eml4-Alk*; p53 null; obtained from Andrea Ventura at Memorial Sloan Kettering Cancer Center (21). Cell lines were cultured in either Dulbecco’s Modified Enriched Media (DMEM; CMT167 and LLC cells; Corning) or RPMI-1640 (RPMI; EA1 and EA2 cells; Corning) supplemented with 10% fetal bovine serum (FBS; Corning) and 1% penicillin/streptomycin (Corning). Cells transfected with shRNA (see below shRNA methods sections) were cultured in media that was additionally supplemented with puromycin (2µg/mL; Sigma). Cells were cultured at 37°C in a humidified incubator with 5% CO_2_. Cells were typically cultured for a maximum of 6 weeks before thawing a new vial.

### shRNA

Lentiviral transfection of shRNAs were performed in order to knockdown expression of Factor H [TRCN0000067663 (shCfh-63); TRCN0000067664 (shCfh-64), TRCN0000067666 (shCfh-66)], CD55 [TRCN00000067573 (shCd55-73)], and the non-targeting control (NTC) empty vector pLK0.1-puro plasmid (SHC001V). All TRC1 set shRNAs and controls are expressed on a lentiviral pLKO.1-puro backbone and were obtained from the Functional Genomics Shared Resource at the University of Colorado Anschutz Medical Campus. For C3 knockdown, a GIPZ lentiviral shRNA [V2LMM_67054 (shC3-A)] and the non-targeting control (NTC) shRNA (RHS4349) were purchased from GE Dharmacon. 293T cells were used to package lentiviruses encoding the shRNAs during co-transfection with PI, PII, and PIII plasmids; Turbofect Transfection Reagent (#R0533; ThermoFisher Scientific) was used to transfect cells according to manufacturer’s protocol. Target cells were infected 48 hours later with the lentiviruses in conditioned media that was filtered through a 0.45µm filter before being added to target cells overnight. Target cells were re-incubated with viral media the following day. To increase infection efficiency, cells were incubated with polybrene (8µg/mL; Sigma) for 1 hour prior to infection and polybrene (8µg/mL) was added to the viral conditioned media. Puromycin (2µg/mL) selection began 2 days after infection. After approximately 2 weeks of selection, knockdown was confirmed *via* qPCR in pools of infected cells.

### Cell proliferation

Cells were initially plated at 5000 cells per well into a 12-well tissue culture plate and treated with either 10ng/mL of IFNγ (CMT-NTC, CMT-shCd55-73, CMT-shCfh-63, EA1-NTC, and EA1-shCfh-63 cells) or TNFα (CMT-NTC and CMT-shC3-B cells). At multiple time points from days 3-8, cells were trypsinized, washed, and resuspended in an equal volume of media. Cells were counted using a Cellometer Auto T4 (Nexcelom). N=3 wells per time point per cell line.

### Quantitative real time polymerase chain reaction

RNA was isolated using the RNeasy Mini Kit (Qiagen). cDNA was made from 1ug of RNA using qScript™ XLT cDNA SuperMix (QuantaBio) following the manufacturer’s protocol. qPCR was performed on the sample using the SYBR Green qPCR Mix (Applied Biosystems) to probe for CD55, Factor H, and C3. For the induction of C3, cells were treated for 6, 24, 48, and 72 hours with PBS (control), IL-1β (10ng/mL), IFNγ (10ng/mL), IL-22 (100pg/mL), TNFα (10ng/mL), or IL-6 (100pg/mL) before RNA isolation. To validate factor H knockdown with shRNA, cells were treated for 48 hours with 10ng/mL of IFNγ before RNA isolation. To validate C3 knockdown with shRNA, cells were treated for 48 hours with TNFα (10ng/mL) before RNA isolation. Expression was normalized to β-actin. Factor H Primers: forward 5’-GAGCCTGAGACCCAACTTCC-3’, reverse 5’-CTGTGCAACGAAGGTAGTCC-3’; CD55 Primers: forward 5’- ACCCCGGTGCATAGAGAAATC-3’, reverse 5’-GGATGACGTACTGTTGTCTTGG-3’; C3 Primers: forward 5’-GCACTTGCCTCTTTAGGAAGTC-3’, reverse 5’-CCAGCTCCCCATTAGCTCTG-3’; β-actin primers: 5’-GGCTGTATTCCCCTCCATCG-3’, reverse 5’-CCAGTTGGTAACAATGCCATG-3’.

### Orthotopic mouse model

Tumors were generated by implanting murine lung cancer cells into the lungs of syngeneic mice WT C57BL/6 or GFP-transgenic mice as previously described (22, 23). Briefly, cells were suspended in Hank’s Balanced Salt Solution (HBSS; Corning) containing 1.35 mg/mL Matrigel Basement Membrane Matrix (Corning; #354234) and injected directly into left lung. Mice were anesthetized, a skin incision was made along the left lateral axillary line, subcutaneous fat was removed to visualize the left lung, and the cell suspension was injected directly into the left lung parenchyma using a 30G needle. The incision was closed using veterinary skin adhesive or staples. For the RNA-seq experiment, cells were injected at the concentration of 1x10^5^ (LLC), 2x10^5^ (CMT167), 2x10^5^ (EA1), or 5x10^5^ (EA2) cells per mouse into GFP=transgenic mice. Mice were harvested 3 (LLC) or 4 (CMT167, EA1, EA2) weeks after injections, a single cell suspension was made of the tumor-bearing left lung, and the cells were submitted to FACS analysis. For all other experiments, cells were injected at a concentration of 5x10^5^ cells/mouse (EA1, EA1-NTC, EA1-shCfh-63) or 2.5x10^5^ cells/mouse (CMT-NTC, CMT-shCfh-63, CMT-20-039, CMT-20-041) into WT C57Bl/6 mice. Mice were harvested 2-5 weeks post implantation and tumor size was measured *via* digital calipers. For studies where mice were treated, treatments began one-week post implantation of tumor cells. The Factor H autoantibody GT103 was generated at Duke University Medical Center and was injected intraperitoneal (IP) in mice 2 times per week at 200µg/mouse (24, 25).

### Single cell isolation of cancer cells

At harvest 2-4 weeks post-implantation the lung circulation was perfused with PBS/heparin (20 U/mL; Sigma). The tumor-bearing left lungs were mechanically dissociated using a razor blade and incubated for 30 minutes at 37°C with 3.2mg/mL Collagenase Type 2 (Worthington; #43C14117B), 0.75 mg/mL Elastase (Worthington; #33S14652), 0.2 mg/mL Soybean Trypsin Inhibitor (Worthington; #S9B11099N), and DNAse I (40 µg/mL; Sigma). The resulting single cell suspensions were filtered through 70µm strainers (BD Biosciences), washed with FA3 staining buffer [phosphate-buffered saline (PBS) containing 1% FBS, 2mM EDTA, 10mM HEPES]. Samples underwent a red blood cell lysis step where for 3 minutes at room temperature the samples incubated in RBC Lysis buffer (0.15 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM Na_2_EDTA, pH 7.2), were washed, and filtered through a 40µm strainer (BD Biosciences). Single cell suspensions were submitted to FACS or traditional flow cytometry. For RNA-seq experiments, 3-5 mice were pooled for each single cell suspension. For traditional flow cytometry experiments, each single cell suspension represents one mouse.

### FACS

Cell sorting was performed at the University of Colorado Cancer Center Flow Cytometry Shared Resource using an XDP-100 cell sorter (Beckman Coulter). The sorting strategy excluded debris and cell doublets by light scatter and dead cells by DAPI (1µg/mL). Lung cancer cells were separated from the host’s GFP-expressing cells by sorting for GFP-negative cells. Immediately after sorting cells were pelleted and frozen in liquid nitrogen in preparation for RNA extraction. The number of recovered cells ranged from 2.4x10^5^ to 15x10^5^.

### Flow cytometry

A single cell suspension was performed on EA1-NTC or EA1-shCfh-63 tumors. At sacrifice, the lungs were perfused with 5 mL of PBS/heparin (20U/mL; Sigma). The single cell suspension samples were blocked in anti-mouse CD16/CD32 (clone 93; eBioscience) at 1:200 on a rocker for 15 min at 4°C. Next, fix viability dye (LIVE/DEAD Fixable Aqua Dead Cell Stain Kit; 1:200; Invitrogen; #L34966) and conjugated antibodies were added (see Antibody Panel section below) to the single cell suspension. Cells were incubated in the dark at 4°C for 60 minutes. Cells were then resuspended in FA3 buffer and ran on the Gallios Flow Cytometer (Beckman Coulter). For compensation, single-stained beads (VersaComp Antibody Capture Bead Kit; Beckman Coulter) and a single-stained cell-mix of all samples analyzed were used. Flow cytometry was analyzed using Kaluza Analysis Software (v2.0, Beckman Coulter). Compensation was first performed on the single-stained bead controls and then confirmed using the single-stained cell mixture.

*T cell Antibody Panel: *CD8-FITC (clone 53-6.7; 1:100; Invitrogen), MHCII-Dazzle (clone M5/111.15.2; 1:250; BioLegend), CD3-AF700 (clone 17A2; 1:100; BioLegend), CD4-APC/Cy7 (clone GK1.5; 1:200; BioLegend), CD45-eFlour450 (clone 30-F11; 1:100; Invitrogen), CD4-V500 (clone RM4-5; 1:200; BD Biosciences; used only for compensation).

### Innate immune cell antibody panel

CD11b-FITC (clone M1/70; 1:100; BioLegend), Ly6C-PerCP/Cy5.5 (clone HK1.4; 1:100; BioLegend), Ly6G-PE/Cy7 (clone 1A8; 1:200; BioLegend), CD45-AF700 (clone 30-F11; 1:50; Invitrogen), SiglecF-AF647 (clone E50-2440; 1:100; BD Biosciences), CD11c-APC/Cy7 (clone HL3; 1:100; BD Biosciences), CD4-V500 (clone RM4-5; 1:200; BD Biosciences; used only for compensation).

T cell and neutrophil gating strategy used has been previously published (22, 26); modifications to the T cell gating strategy include the use of different fluorophores and the substitution of CD3 for TCRβ. Monocyte gating was performed by using a quadrant gate for CD11b+ and Ly6C+ off of the CD45+ population. The gating strategy is presented in **Supplemental Figure 1**.

### RNA sequencing

Total RNA was isolated from FACS-sorted cancer cells or pelleted cells from a dish using an RNeasy Plus Mini kit (QIAgen) following the manufacturer’s protocol and including the gDNA elimination step. The quality and quantity of RNA were analyzed using NanoDrop2000 (Thermo Scientific). For samples submitted to RNA-seq, quality and quantity of samples was additionally measured using a bioanalyzer (4150 TapeStation System; Agilent). RNA-seq library preparation and sequencing were conducted at the University of Colorado Cancer Center Genomics and Microarray Shared Resource. RNA libraries were constructed using Illumina TruSEQ stranded mRNA Sample Prep Kit (Cat# RS-122-2101). Total RNA was combined with RNA purification beads to bind PolyA RNA to oligodT magnetic beads. mRNA was eluted and converted to double stranded DNA. A-tailing, adapter ligation, and PCR amplification using 15 cycles was performed to complete the library construction. Libraries were quantitated *via* Qubit, analyzed on a Bioanalyzer Tape Station, and diluted to appropriate concentration to run on an Illumina HiSEQ 2500 High Throughput Flow Cell (CMT and LLC cells) or an Illumina NovaSEQ 6000 (EA1 and EA2 cells).

### Bioinformatic analysis

RNA-seq reads were obtained using Illumina Hi-seq analysis Pipeline. Read quality was checked using FastQC (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc). The median number of reads per condition was 24 million. Reads were trimmed for quality and adapter removal and cropped using Trim Galore on Galaxy, implementing Cutadapt (http://usegalaxy.org). Reads were aligned to the UCSC *Mus musculus* reference genome (build mm10), assembled into transcripts, and transcript abundance was estimated using Basespace Illumina Application “RNA-seq Alignment v 1.1.0” (www.basespace.illumina.com) implementing the following set of software: Isis (Analysis Software) v. 2.6.25.18, STAR (Aligner) STAR_2.5.0b, Isaac Variant Caller 2.3.13-31-g3c98c29-dirty, BEDTools 2.17.0, Cufflinks 2.2.1, BLAST 2.2.26+. Differential expression was analyzed using Basespace Illumina Application “Cufflinks Assembly & DE v2.1.0”, using standard FPKM normalization method. Pathway analysis was performed on the expression dataset of FPKM values using Gene Set Enrichment Analysis (GSEA; http://gsea-msigdb.org), with the Hallmark gene sets (50 gene sets) collection, which was converted to *Mus musculus* in R software using the msigdbr package. The metric for ranking genes was a log2 Ratio of Classes. The criteria used for significant pathways was an FDR q value less than.05. To select differentially expressed genes we used the following criteria: in a pairwise analysis, a differentially expressed gene was in the leading edge of the GSEA with a rank score of less than -1 in addition to having the FPKM value greater than 5. Further analysis of differentially expressed genes and graphing was performed in R software. RNA-seq data was deposited in the Gene Expression Omnibus in 2017 (LLC and CMT; accession number GSE100412) and 2022 (EA1 and EA2; accession number GSE204918). Additional heat maps were generated on Prism Software using a complement gene list published by Monteran et al. (27)

### Statistical analysis

Except for RNA-seq analysis described above, all analyses were performed using Prism 9 (Version 9.4.0; GraphPad Software). Data are presented as the mean and standard error of the mean (SEM). Comparisons between groups were performed by non-parametric Mann-Whitney test to determine statistical significance unless otherwise noted. Differences in survival were analyzed using the Mantel-Cox test. ROUT outlier was performed on data where Q was 1%. p-values are denoted by **(P ≤ 0.01) and ***(P ≤ 0.001).

## Results

### Transcriptional profiling of cancer cells from tumor-bearing mice

To define signaling pathways that are important for crosstalk between cancer cells and the tumor microenvironment, we sought to recover cancer cells from established lung tumors using our orthotopic model. Since cancer cells do not generally express unique cell surface markers, we injected murine lung cancer cells into the left lobe of C57BL/6-Tg(UBC-GFP)30Scha/J mice, which express GFP in all tissues. 3-4 weeks post-injection, single cell suspensions of the tumor bearing left lung were prepared and the GFP-negative population, representing cancer cells, was selectively recovered by FACS (“*in vivo*” samples). At the time of injection, cells were simultaneously passaged in culture for 3-4 weeks, in parallel to the *in vivo* experiments, and then frozen for RNA isolation (“*in vitro*” samples) (**Supplemental Figure 2A**). Examination of the GFP-negative cells under the microscope revealed a uniform morphology indistinguishable from the original population. We used 4 murine cell lines derived from the C57BL/6 strain: Lewis lung carcinoma (LLC; originally derived from a spontaneous cancer that harbors a *Kras^G12C^* mutation (28)), CMT167 cells (derived from a spontaneous cancer that harbors a *Kras^G12V^* mutation (29)), and two cell lines derived from tumors induced by injection of an Adeno-cre virus inducing *Eml4-Alk* translocation (21) (EA1/EA2). RNA-seq was performed on multiple (3–5) isolations of each sample in order to compare changes in transcriptional profiles between *in vivo* and *in vitro* samples.

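EA1 and EA2 are lung cancer cell lines that carry the Eml4-Alk fusion. Their 18 libraries were analysed: 5 EA1 in vitro, 5 EA1 in vivo, 3 EA2 in vitro and 5 EA2 in vivo. Libraries of CMT167 and LLC cells were not analysed here. For the in vivo libraries, mice expressing GFP in all tissues received 200000 EA1 or 500000 EA2 cells in the left lung. After 4 weeks, GFP-negative cells were sorted from suspensions that each pooled 3 to 5 mice. The values are FPKM (fragments normalized to transcript length and to the mapped fragments of the library), estimated by the authors with Cufflinks on the mm10 genome. The EA1 table has a lowest value of 0.01 and the EA2 table holds exact zeros. Levels as such were therefore tested only among libraries of the same line, and the lines were compared by their changes. FPKM values carry no counts, so the depth of each library and the counting error of each value are unknown here. The FPKM of a library summed to 504066 to 520935 in EA1 in vitro, to 542277 to 586119 in EA1 in vivo and to 476379 to 485442 in EA2 in vivo. The EA2 in vitro libraries stood apart, at 735258, 519504 and 720097 for libraries 1, 2 and 3, and their 100 most abundant genes took 39.9%, 28.4% and 38.2% of the sum. In these libraries the longest of 8 length classes of genes had a median log2 value of -1.13, -0.39 and -0.82 against the in vivo mean, while in the EA1 in vitro libraries it lay between 0.19 and 0.27. Many of the counts that rest on EA2 are therefore also given with in vitro library 2 alone against the 5 in vivo libraries, an alternative chosen after seeing the data. Genes with at least 1 FPKM in at least 5 EA1 or 3 EA2 libraries were tested, 11212 in EA1 and 11074 in EA2, as log2(FPKM + 1). A gene below 1 FPKM in vitro passes this filter mainly through its in vivo values, so for lists of such genes a count of rises is in large part set by the filter. Counts among the genes with a mean of 1 FPKM or more in vitro are therefore given too for many of these lists, a split made after seeing the data. In vivo and in vitro libraries were compared with limma (two-sided, Benjamini-Hochberg adjusted p under 0.05), and every log2 change is in vivo minus in vitro. The change in EA1 was compared with the change in EA2 in a single limma fit of all 18 libraries, over genes that passed the filter in either line. On log2(FPKM + 1) the change of a gene near 0 in vitro is close to its in vivo level. For such genes a difference in change also compares levels between the tables. Genes that passed through the in vivo values of 1 line alone favor a larger change in that line. Genes the paper names were also compared by an exact permutation test on the mean log2(FPKM + 1), two-sided, whose smallest possible p is 0.0079 in EA1 and 0.0179 in EA2. Gene lists were written before the data were examined. Each was tested against all other genes with camera at a preset correlation between genes of 0.01, and adjusted over the lists of a line. On simulated changes added to libraries with the spread of these, 95 of 100 genes changed by a log2 of 1 were recovered in EA1 and 37 of 100 in EA2, with 7 and 8 false calls. The simulation changed 200 genes of higher level, far fewer than the real fits called. The adjusted threshold loosens as more genes change, so recovery in the real fits may differ.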

By Principal Component Analysis, the *Kras* mutated CMT167 cell line clustered more closely with the *Eml4-Alk* fusion EA1 cell line, while the *Kras* mutated LLC cell line clustered more closely with the *Eml4-Alk* fusion EA2 (**Supplemental Figure 2B**). 

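In vivo and in vitro libraries were separated in each Eml4-Alk line on component 1 of a principal component analysis of log2(FPKM + 1). In EA1 this component held 85.5% of the variance, with scores of 53.1 to 58.6 for the 5 in vitro libraries and -61.1 to -46.5 for the 5 in vivo libraries. EA1 in vivo library 4, which had the most RNA of the fibroblast collagen Col3a1, stood apart on component 2 (8.13% of the variance) at 47.7. In EA2 component 1 held 72.2% of the variance, with scores of 97.2, 45.1 and 85.4 for in vitro libraries 1, 2 and 3 and -50.5 to -38.2 for the in vivo libraries. With both lines together, component 1 held 42.2% of the variance and parted EA1 (10.3 to 54.4) from EA2 (-106 to 1.78). It also parted in vitro from in vivo libraries, at 10.3 to 14.6 against 48.9 to 54.4 in EA1 and -106 to -72.5 against -13.5 to 1.78 in EA2. On component 2, which held 29.6%, the in vivo libraries of each line lay below its in vitro libraries (EA1 -15.4 to -3.57 against 49.4 to 54.2, EA2 -56.6 to -46.8 against 10.9 to 14.8). The EA1 and EA2 tables differ in how low values are written, and any other difference in their processing is part of the distance between the lines.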

All of the *in vivo* samples for each cell line clustered closely together with the *in vitro* samples, with the exception of the LLC tumors. To further analyze the data, we performed a Spearman correlation analysis to look at the rank relationship (**Supplemental Figure 2C**). 

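Pairs of in vitro libraries had a Spearman correlation, across the genes tested, of 0.980 to 0.997 in EA1 (median 0.992) and 0.919 to 0.973 in EA2 (median 0.932). Pairs of in vivo libraries had 0.916 to 0.989 in EA1 (median 0.980) and 0.940 to 0.978 in EA2 (median 0.953). In vivo and in vitro libraries of the same line were less alike, at 0.817 to 0.841 in EA1 and 0.735 to 0.878 in EA2 (median 0.777). Libraries of EA1 and EA2 correlated at 0.648 to 0.873 (median 0.815). Genes are not independent replicates, so these values describe the libraries and carry no p.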

Similar to the PCA analysis, the cell lines clustered closely to each other and CMT167 cells clustered more closely to EA1 cells while LLC cells clustered more closely to EA2 cells.

### Cancer cells *in vivo* upregulate immune pathways in response to the TME

We employed Gene Set Enrichment Analysis (GSEA) to examine genes that were upregulated *in vivo* in all four tumor samples compared to their *in vitro* counterparts. Differentially expressed genes were defined as being in the leading edge of the GSEA, having a rank score of less than -1, and having an FPKM value greater than 5. Each cell line had varying numbers of differentially expressed genes (**Figures 1A–D**). 

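Among the 10 largest rises in EA1 were Reg3g and Reg3b, which encode antimicrobial lectins, Mgp, an inhibitor of matrix calcification, Fgb, a chain of fibrinogen, and Trf, the iron carrier transferrin. Reg3g went from 2.48 ± 1.31 FPKM in vitro to 1738 ± 917 in vivo (SD, n = 5 each), a log2 change of 8.77 (standard error 0.49, adjusted p = 8.97e-08 from limma). Reg3b rose by a log2 of 8.73, Mgp of 8.56, Fgb of 8.29 and Trf of 8.08, and each reached a mean of 840.5 to 5664 FPKM in vivo. The 10 largest falls in EA1 included Areg, a ligand of the EGF receptor, and Rnd1, a small GTPase, which fell by 3.87 and 2.96 on the log2 scale. They also included Cth, an enzyme of cysteine synthesis, Chac1, which degrades glutathione, Trib3, a pseudokinase, and Asns, asparagine synthetase, with log2 changes of -4.48 for Cth, -3.99 for Chac1, -3.50 for Trib3 and -3.02 for Asns. Col3a1 and Scgb1a1, transcripts of fibroblasts and club cells, were among the 10 largest rises in EA1, and the matrix genes Dcn, Col6a1 and Col6a2, which fibroblasts express, among those in EA2, where Dcn rose by a log2 of 6.70. In EA2, Mgp went from 0.0886 ± 0.0771 FPKM in vitro (SD, n = 3) to 131 ± 43.5 in vivo (SD, n = 5), a log2 change of 6.84 (standard error 0.30, adjusted p = 5.46e-07 from limma), and Trf rose by a log2 of 6.21. The largest falls in EA2 were in Serpinb2, an inhibitor of plasminogen activators, by 6.08, and in Csf2, which encodes the cytokine GM-CSF, by 5.41. Cth fell by 4.04 in EA2, and Thbd, the thrombin receptor thrombomodulin, fell by 3.87. In all, 3459 genes were higher in vivo and 4560 lower in EA1, and 3643 were higher and 2702 lower in EA2. The change in log2(FPKM + 1) was above 1 for 1350 genes and below -1 for 845 in EA1, and for 2199 and 1680 in EA2. On this scale a gene of low FPKM must change by more than 2-fold to be counted. With 0.1 added in place of 1 the counts were 1532 and 1063 in EA1 and 2669 and 1868 in EA2. Against EA2 in vitro library 2 alone, 1603 genes were higher and 1667 lower in EA2, of which 1552 and 1377 were among the calls from all libraries. The share called higher depends on scaling: it was 43.1% in EA1 and 57.4% in EA2 from FPKM, and 54.5% (4326 higher, 3616 lower) and 50.7% (3289 higher, 3195 lower) after median-of-ratios scaling. That scaling moved the median change of all genes from -0.09 to 0.05 in EA1 and from 0.18 to 0.02 in EA2. With each library's trend with transcript length removed, 3344 genes were higher and 2540 lower in EA2. Of these, 2854 and 2108 were among the main calls, so some EA2 rises depend on that trend. By the size criteria of the paper, a log2 ratio of group means above 1 and a mean above 5 FPKM, without its leading edge step, 1129 genes were higher and 896 lower in EA1, and 2067 were higher and 1788 lower in EA2.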

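Genes that cells switch on in response to interferon, and genes of antigen presentation, rose together in EA1 and EA2 cells recovered from tumors. Of 32 type I interferon-stimulated genes tested in EA1, 27 rose and 3 fell, with the same counts adjusted over the list alone (camera, adjusted p = 5.06e-09, adjusted p = 0.0563 with an estimated correlation). Of 36 in EA2, 30 rose (32 adjusted over the list alone; camera, adjusted p = 3.88e-08, adjusted p = 0.436 with an estimated correlation). Ifitm3, which blocks virus entry, went from 57.3 ± 9.67 FPKM in vitro to 559.6 ± 53.6 in vivo in EA1 (SD, n = 5 each), a log2 change of 3.28 (standard error 0.11, adjusted p = 6.69e-09 from limma). Zbp1, a sensor of viral nucleic acid, went from 0.0592 ± 0.0347 (SD, n = 3) to 23.7 ± 5.32 FPKM (SD, n = 5) in EA2, a log2 change of 4.52 (standard error 0.21, adjusted p = 6.42e-07 from limma). Of interferon gamma-induced genes, 27 of 30 rose in EA1 (adjusted p = 2.41e-10, adjusted p = 0.0563 with an estimated correlation), and 40 of 44 rose and 1 fell in EA2 (adjusted p = 6.46e-13, adjusted p = 0.436 with an estimated correlation). These counts, and those of the MHC lists, were unchanged when adjusted over the list alone. Iigp1, a GTPase of defense against intracellular pathogens, rose by a log2 of 4.34 in EA1; in EA2 it was listed at 0 in every in vitro library and at 84.8 ± 41.7 FPKM in vivo. The gene that fell in EA2 was Upp1, a uridine phosphorylase, by 0.77. Of MHC class I genes, 22 of 23 rose in EA1 (adjusted p = 1.05e-08, adjusted p = 0.0488 with an estimated correlation) and 20 of 24 in EA2 (adjusted p = 6.54e-08, adjusted p = 0.436 with an estimated correlation). H2-T23, a nonclassical heavy chain, rose by 2.51 in EA1; Psmb8, an immunoproteasome subunit, rose by 3.43 in EA1 and 6.71 in EA2. The class II genes tested rose, 9 in EA1 (adjusted p = 4.69e-05, adjusted p = 0.126 with an estimated correlation) and 10 in EA2 (adjusted p = 5.76e-05, adjusted p = 0.436 with an estimated correlation). Of these 7 and 8 were below 1 FPKM in vitro and so passed the filter through their in vivo values. With no filter the list was still higher (adjusted p = 2.82e-06 in EA1 and 6.67e-05 in EA2). Cd74, the invariant chain, reached 32.8 ± 21.9 FPKM in EA1 and 154 ± 103 FPKM in EA2, from 0.0750 and 0.0163 in vitro. Of leukocyte genes of allograft rejection, 7 of 10 rose and 2 fell in EA1 (Ccnd2, a cyclin, and Csf1, a macrophage growth factor; adjusted p = 0.018, adjusted p = 0.126 with an estimated correlation). In EA2 8 of 15 rose and 1 fell. The list did not pass camera (adjusted p = 0.157, adjusted p = 0.436 with an estimated correlation) but passed preranked GSEA (adjusted p = 0.000562), fry (adjusted p = 0.000336) and camera with no filter (adjusted p = 0.0034). In EA1 preranked GSEA did not pass (adjusted p = 0.0899). The counts were the same adjusted over the list alone in both lines. Macrophage and monocyte markers were measured beside these groups: 14 of 15 rose and 1 fell in EA1 (adjusted p = 3.96e-07, adjusted p = 0.149 with an estimated correlation), and 7 of 10 rose and 1 fell in EA2 (adjusted p = 0.182 from camera, adjusted p = 0.728 with an estimated correlation, adjusted p = 0.000562 from preranked GSEA). Among genes with 1 FPKM or more in vitro, those that rose in EA1 and EA2 were 17 of 22 and 19 of 23 type I interferon-stimulated, 11 of 14 and 13 of 17 interferon gamma-induced, 18 of 19 and 12 of 16 MHC class I, 2 of 5 and 0 of 7 allograft rejection genes, and 3 of 4 and 0 of 3 macrophage markers. When only EA2 in vitro library 2 was used, 22 type I interferon-stimulated, 35 interferon gamma-induced, 19 MHC class I and 6 MHC class II genes rose.

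**Figure D1:**
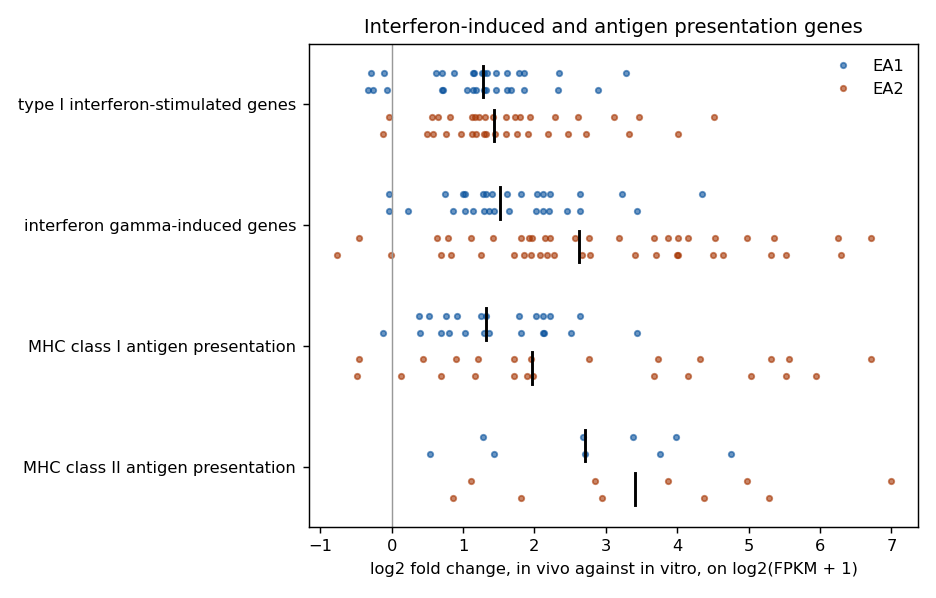
Log2 change in vivo minus in vitro (horizontal axis) of each tested gene of 4 lists, EA1 in blue and EA2 in orange, with black bars at list medians. In EA1 and EA2 the medians were 1.28 and 1.44 for type I interferon-stimulated genes, 1.52 and 2.62 for interferon gamma-induced genes, 1.32 and 1.96 for MHC class I, and 2.71 and 3.41 for MHC class II.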

GSEA analysis revealed that each cell line showed induction of similar pathways including Interferon Alpha/Gamma Response and allograft rejection pathways – pathways which encompass the Kyoto Encyclopedia of Genes & Genomes (KEGG) antigen presentation and processing pathway (**Figures 1E–H**). 

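Of 10334 genes tested in both Eml4-Alk lines, 1407 rose in both, where 948.1 would be shared by chance (Fisher's exact test, one-sided, odds ratio 2.62, p = 6.37e-99). Genes that fell in both numbered 1334, against 1087.8 by chance (Fisher's exact test, one-sided, odds ratio 1.68, p = 5.32e-30). Fisher's exact test takes genes as independent, which they are not, so these p-values do not measure the spread between libraries. Lbp, which binds bacterial lipopolysaccharide, rose by a log2 of 6.82 in EA1 and 6.14 in EA2, and Lcn2, an iron-binding defense protein, by 6.19 and 4.76. Areg fell in EA2 too, by 3.15, and Chac1 by 2.48. Changes in opposite directions were fewer than by chance: 432 genes rose in EA1 and fell in EA2 (696.1 by chance), and 1033 fell in EA1 and rose in EA2 (1481.6 by chance). These were 750 and 671 after median-of-ratios scaling, so which is larger depends on scaling, and 117 and 311 with EA2 in vitro library 2 alone. Among calls with an absolute log2 change above 1, 501 genes rose and 240 fell in both lines; 804 rose and 1125 fell in both with EA2 in vitro library 2 alone. By the size criteria of the paper, without the leading edge step, 409 genes were higher in both lines. Across the 10334 genes, which are not independent replicates, the changes had a Pearson r of 0.416 and a Spearman rho of 0.289.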

With these criteria we identified 113 genes that were increased in all four cell lines (**Figure 1I**), and further GSEA analysis of these genes revealed 5 pathways that were upregulated *in vivo* in all 4 cell lines, including the Interferon Alpha/Gamma Response and allograft rejection pathways (**Figure 1J**). Further analysis of the differential expression reveals specific genes that are upregulated *in vivo* compared to *in vitro* cells (**Supplemental Figure 3**). 

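Targets of the IL6-JAK-STAT3 pathway were among the groups that rose. In EA1 26 of 40 rose and 3 fell (camera, adjusted p = 2.64e-07, adjusted p = 0.0488 with an estimated correlation), and in EA2 31 of 39 rose and 2 fell (adjusted p = 9.87e-06, adjusted p = 0.436 with an estimated correlation). Among those that rose were Saa3, an acute-phase apolipoprotein, from 0.882 ± 0.743 (SD, n = 3) to 89.9 ± 117 FPKM (SD, n = 5) in EA2, where library 2 had 293 and the mean was 39.1 FPKM without it, and Socs3, which limits STAT3 signaling, by a log2 of 2.26 in EA2. Hmox1, heme oxygenase, fell by 1.07 in EA1 and 0.87 in EA2. TNF and NF-kappaB targets went both ways: 18 of 35 rose and 8 fell in EA1 (adjusted p = 0.00124, adjusted p = 0.187 with an estimated correlation), and 16 of 37 rose and 9 fell in EA2 (adjusted p = 0.442). Vcam1, an adhesion molecule, rose by 3.73 in EA1, while Ptgs2, the inducible cyclooxygenase, had log2 changes of -2.07 in EA1 and -3.33 in EA2. Of genes of the epithelial-mesenchymal transition and the matrix, 31 of 52 rose and 8 fell in EA1 (adjusted p = 8.29e-05, adjusted p = 0.387 with an estimated correlation), and 34 of 47 rose and 3 fell in EA2 (adjusted p = 2.5e-06, adjusted p = 0.436 with an estimated correlation). Snai2, a transcription factor of that transition, fell by 2.91 in EA1 and 2.28 in EA2, and Eln, elastin, rose by 6.84 in EA1. Markers of fibroblasts moved with this group: 17 of 20 rose and 1 fell in EA1 (adjusted p = 9.79e-06, adjusted p = 0.145 with an estimated correlation) and 9 of 13 rose in EA2 (adjusted p = 0.0375, adjusted p = 0.436 with an estimated correlation). Of those with 1 FPKM or more in vitro, 5 of 8 and 3 of 6 rose. Of coagulation genes and protease inhibitors, 18 of 25 rose and 3 fell in EA1 (adjusted p = 3.19e-05, adjusted p = 0.0488 with an estimated correlation), and 10 of 19 rose and 6 fell in EA2 (adjusted p = 0.794). Adjusted over the list alone, 17 TNF targets and 35 matrix genes rose in EA2, 4 coagulation genes fell in EA1, and 2 and 1 fibroblast markers fell in EA1 and EA2. The other counts were unchanged. Counts among genes with 1 FPKM or more in vitro follow for EA1 and then EA2. Of TNF targets 11 of 28 rose and 8 fell, and 13 of 33 rose and 9 fell. Of matrix genes 16 of 37 rose and 8 fell, and 26 of 38 rose and 3 fell. Of coagulation genes 8 of 15 rose and 3 fell, and 8 of 17 rose and 6 fell. Of IL6-JAK-STAT3 targets 20 of 34 rose and 3 fell, and 28 of 34 rose and 2 fell. Immediate early and heat shock genes, which dissociating a tissue can induce, rose as well: 18 of 28 in EA1, with 2 lower (adjusted p = 4.09e-05, adjusted p = 0.203 with an estimated correlation) and 13 of 28 in EA2, with 2 lower (adjusted p = 0.0164, adjusted p = 0.585 with an estimated correlation). Fos, an immediate early gene, rose by 4.59 and 4.11. With EA2 in vitro library 2 alone, 16 IL6-JAK-STAT3 targets, 25 matrix genes and 4 immediate early and heat shock genes rose in EA2.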

Interestingly, numerous cytokines and cytokine receptors were upregulated (**Supplemental Figure 3D**), consistent with the TME altering communication between cancer cells and stromal cells.

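In EA1 27 of 42 cytokine and chemokine genes rose and 7 fell, and the list as a group was higher (camera, adjusted p = 8.14e-06, adjusted p = 0.0488 with an estimated correlation). Cxcl17, a mucosal chemokine, went from 0.246 ± 0.158 to 96.2 ± 48.1 FPKM (SD, n = 5 each), a log2 change of 6.05 (standard error 0.43, adjusted p = 4.19e-07 from limma). Cxcl5, which attracts neutrophils, rose by 4.31 and Il33, an alarmin, by 3.63 in EA1, but in EA2 they fell by 1.92 and 2.12. In EA2 15 of 43 rose and 12 fell (camera, adjusted p = 0.92), and the list's median change of 0.26 and this test differed in sign. Preranked GSEA gave a rise that passed (adjusted p = 0.0271), and under other alternatives the test turned higher too without passing, such as with no filter (adjusted p = 0.616). Among genes with 1 FPKM or more in vitro, 10 of 25 rose and 7 fell in EA1, and 8 of 33 rose and 12 fell in EA2. Cxcl9, which attracts T cells, went from 0.00315 to 30.6 ± 19.4 FPKM in EA2, and Tgfb3, a transforming growth factor, rose by 2.98. Gdf15, a stress cytokine, fell by 2.48 in EA1 and 3.87 in EA2. Of cytokine and growth factor receptors, 31 of 45 rose and 6 fell in EA1 (adjusted p = 1.04e-06, adjusted p = 0.0388 with an estimated correlation), and 28 of 42 rose and 2 fell in EA2 (adjusted p = 0.00183, adjusted p = 0.436 with an estimated correlation). They included Il18r1, a chain of the interleukin 18 receptor, by 3.94, Osmr, the oncostatin M receptor, by 3.46 and Il2rg, the common gamma chain, by 1.81 in EA1, and Bmpr2, a receptor of bone morphogenetic proteins, by 2.13 in EA2. All counts were the same adjusted over the list alone. Among receptor genes with 1 FPKM or more in vitro, 21 of 35 rose and 6 fell in EA1, and 23 of 35 rose and 2 fell in EA2. Of 21 neutrophil markers, 5 passed the filter in EA1 and rose (adjusted p = 0.000505, adjusted p = 0.149 with an estimated correlation), but each was below 1 FPKM in vitro and so passed the filter through its in vivo values. Against in vitro library 2 alone, 10 cytokine genes rose and 6 fell, and 11 receptor genes rose and 1 fell.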

**Figure 1:**
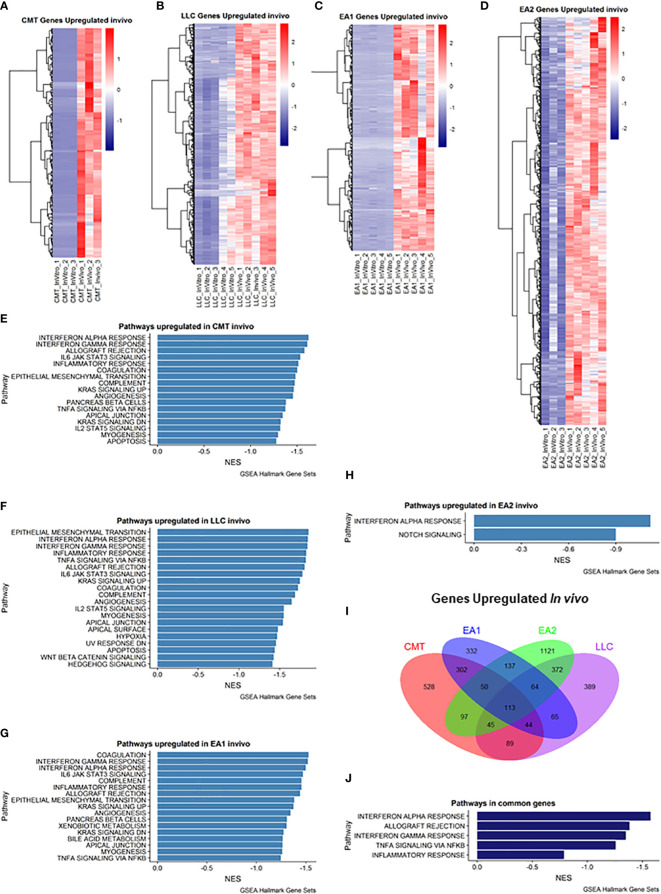
Analysis of genes upregulated *in vivo* compared to *in vitro* cells. **(A–D)**: Heat map of genes differentially upregulated in cells recovered from tumors (*in vivo*) compared to cells grown in culture (*in vitro*) for each of the cell lines: **(A)** CMT167, **(B)** LLC, **(C)** EA1, **(D)** EA2. Gene set enrichment analysis of Hallmark Gene Sets shows pathways upregulated *in vivo* compared to *in vitro* cells in CMT167 cells **(E)**, LLC cells **(F)**, EA1 cells **(G)**, and EA2 cells **(H)**. **(I)** Venn diagram shows genes commonly and/or differentially upregulated in all tumor types. **(J)** shows the common pathways upregulated in all 4 tumors. Differentially expressed genes were defined as being in the leading edge of the GSEA and had a rank score of less than -1, and the FPKM value had to be greater than 5.

We also examined genes that were downregulated *in vivo* (**Figure 2**). Myc Targets Pathways were downregulated in all 4 cell lines *in vivo* (**Figures 2E–H**). It is interesting to note that these pathways were the only pathways downregulated in EA1 according to GSEA (**Figure 2G**). 

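Targets of MYC in ribosome biogenesis were lower in EA1 in vivo: 50 of 55 fell and 1 rose (camera, adjusted p = 2.67e-10, adjusted p = 0.126 with an estimated correlation). Their median log2 change was -0.84. Nop56, a protein of ribosomal RNA modification, went from 143 ± 31.7 to 32.3 ± 4.38 FPKM (SD, n = 5 each), a log2 change of -2.09 (standard error 0.15, adjusted p = 4.92e-07 from limma). The member that rose was Sord, sorbitol dehydrogenase, by 2.83. In EA2 22 of 56 fell and 11 rose, with a median of -0.09 (adjusted p = 0.0375, adjusted p = 0.609 with an estimated correlation). Nip7, a ribosome assembly factor, fell by 2.02 and Hspe1, a mitochondrial chaperonin, by 2.21, while Utp20, a factor of 18S RNA processing, rose by 1.36. MYC targets in translation and splicing fell in both lines, 59 of 80 in EA1 with 11 higher (adjusted p = 2.91e-07, adjusted p = 0.126 with an estimated correlation) and 45 of 82 in EA2 with 12 higher (adjusted p = 5.98e-05, adjusted p = 0.436 with an estimated correlation). Eif2s2, a subunit of a translation initiation factor, fell by 2.28 in EA2, and Odc1, the first enzyme of polyamine synthesis, fell by 1.34 in EA1. Adjusted over the list alone, 60 translation and splicing targets fell in EA1 and 46 in EA2, with the ribosome biogenesis counts unchanged. In EA2, in vitro library 2 alone gave falls for 17 ribosome biogenesis and 21 translation and splicing targets. In EA2 the call for ribosome biogenesis was lost without in vitro library 2 (adjusted p = 0.428), without in vivo library 4 (0.059), after quantile normalization (0.224) and with the length trend of each library removed (0.0937). That for translation and splicing was lost after quantile normalization (0.552).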

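In EA1 genes of DNA repair also fell in vivo, 35 of 52, and 4 rose (camera, adjusted p = 0.00124, adjusted p = 0.145 with an estimated correlation). Lig1, the DNA ligase of replication and excision repair, went from 46.2 ± 5.39 to 15.3 ± 1.73 FPKM (SD, n = 5 each), a log2 change of -1.53 (standard error 0.10, adjusted p = 1.98e-07 from limma). Neil3, a DNA glycosylase, fell by 1.37 and Tyms, thymidylate synthase, by 1.33, while Xpc, which recognizes damage for nucleotide excision repair, rose by 0.57. Of 38 mTORC1 and sterol synthesis genes, 24 fell and the others did not pass the test (adjusted p = 0.000578, adjusted p = 0.187 with an estimated correlation). They included Mthfd2, a mitochondrial enzyme of one-carbon metabolism, which fell by 3.62; in vitro library 1 was low for it, at 66.97 FPKM. Of 26 genes induced by MAPK signaling, a pathway downstream of ALK, 16 fell and 3 rose (adjusted p = 0.0385, adjusted p = 0.432 with an estimated correlation). Epha2, a receptor kinase, fell by 2.30 and Ereg, an EGF receptor ligand, by 2.25, while Spry1, a feedback inhibitor, rose by 2.65. Adjusted over the list alone, 17 MAPK genes fell, and the DNA repair and mTORC1 counts were unchanged.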

We observed 160 genes that were commonly downregulated in all 4 tumors that fell into 2 pathways – G2M checkpoint and E2F targets (**Figures 2I, J**).

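E2F targets and genes of DNA replication fell almost throughout in EA1, 77 of 78 (camera, adjusted p = 1.61e-18, adjusted p = 0.126 with an estimated correlation). Pole, the catalytic subunit of DNA polymerase epsilon, went from 14.7 ± 0.976 to 2.55 ± 0.216 FPKM (SD, n = 5 each), a log2 change of -2.14 (standard error 0.07, adjusted p = 5.16e-09 from limma), and Mybl2, a transcription factor of cycling cells, fell by 2.17. Of genes of the G2M checkpoint and mitosis, 67 of 68 fell in EA1 (adjusted p = 6.8e-19, adjusted p = 0.126 with an estimated correlation), such as Top2a, topoisomerase II alpha, by 2.06. The member that rose was Pttg1, securin, by 0.60. In EA2 29 of 78 E2F targets fell and 9 rose (adjusted p = 0.00696, adjusted p = 0.65 with an estimated correlation), and 28 of 68 G2M genes fell and 1 rose (adjusted p = 2.5e-06, adjusted p = 0.585 with an estimated correlation). Mad2l1, a protein of the spindle checkpoint, went from 154 ± 115 (SD, n = 3) to 16.6 ± 2.83 FPKM (SD, n = 5) in EA2, a log2 change of -2.86. In vitro library 3 had 279.9 FPKM, and the in vitro mean was 91.3 FPKM without it. Ccne2, a cyclin of the G1/S transition, fell by 2.14. Adjusted over the list alone, 27 G2M genes fell in EA2 and the other counts of falls were unchanged. With in vitro library 2 alone, 18 E2F targets and 41 G2M genes fell in EA2. DNA repair genes fell in EA2 as well, 28 of 52, and 9 rose (31 fell adjusted over the list alone; camera, adjusted p = 0.000772, adjusted p = 0.436 with an estimated correlation; 20 fell with in vitro library 2 alone). Without EA2 in vitro library 2 the call for E2F targets in EA2 was lost (adjusted p = 0.0537). It was also lost with fry, which asks whether the genes of a list move one way (adjusted p = 0.0821).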

**Figure 2:**
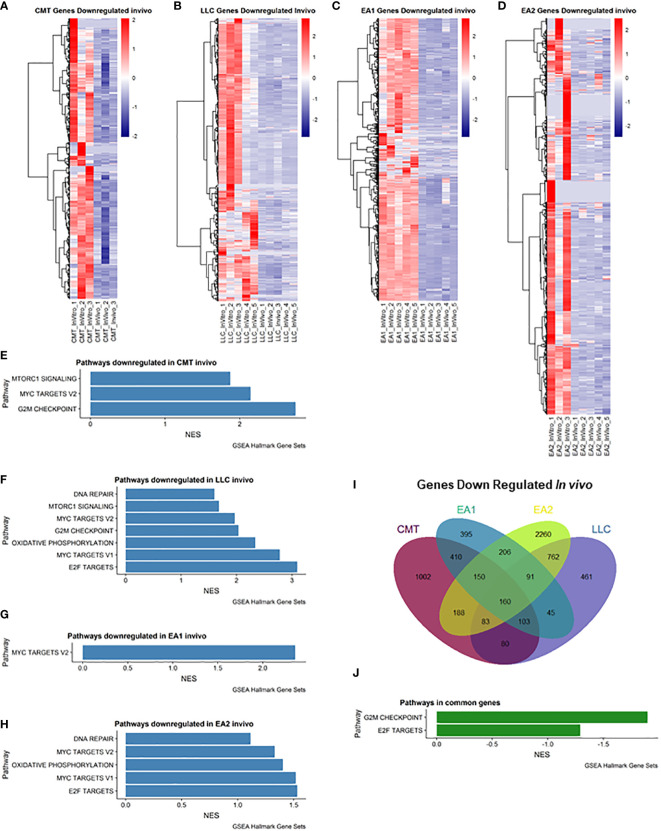
Analysis of genes downregulated *in vivo* compared to *in vitro* cells. **(A–D)**: Heatmap of genes differentially downregulated in cells recovered from tumors (*in vivo*) compared to cells grown in culture (*in vitro*) for each of the cell lines: **(A)** CMT167, **(B)** LLC, **(C)** EA1, **(D)** EA2. Gene set enrichment analysis of pathways of Hallmark Gene Sets shows pathways downregulated *in vivo* compared to *in vitro* cells in CMT167 cells **(E)**, LLC cells **(F)**, EA1 cells **(G)**, and EA2 cells **(H)**. **(I)** Venn diagram shows genes commonly and/or differentially upregulated in all tumor types. **(J)** shows the common pathways upregulated in all 4 tumors. Differentially expressed genes were defined as being in the leading edge of the GSEA and had a rank score of less than -1, and the FPKM value had to be greater than 5.

### Induction of a complement signature

Another major pathway of interest was the complement pathway (**Figure 3**; **Supplemental Figure 4**). This pathway was more enriched *in vivo* in both CMT167 and EA1 tumors, compared to LLC and EA2, although all 4 cell lines induced multiple complement genes (17). 

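In EA1 18 of 20 tested genes of the complement system rose and 1 fell, with a median log2 change of 2.11 (camera, adjusted p = 5.63e-08, adjusted p = 0.126 with an estimated correlation). In EA2 9 of 16 rose and 2 fell, with a median of 2.17. The list did not pass camera (adjusted p = 0.0722, adjusted p = 0.583 with an estimated correlation) but passed preranked GSEA (adjusted p = 0.000562) and fry (adjusted p = 0.00429). Of the genes tested, 14 in EA1 and 9 in EA2 were below 1 FPKM in vitro and so passed the filter through their in vivo values. Of the others, 4 of 6 rose and 1 fell in EA1, and 1 of 7 rose and 2 fell in EA2. With no filter the list still passed camera in EA1 and did not in EA2 (adjusted p = 0.256). Cfb, the protease of the alternative pathway convertase, went from 2.31 ± 0.442 to 62.6 ± 26.5 FPKM in EA1 (SD, n = 5 each) and from 0.233 ± 0.214 (SD, n = 3) to 22.6 ± 15.2 FPKM (SD, n = 5) in EA2, log2 changes of 4.10 and 4.04. Masp1, a protease of the lectin pathway, fell by 1.84 in EA1 and 1.76 in EA2. Among components, 9 of 10 rose in EA1 (adjusted p = 6.95e-05, adjusted p = 0.126 with an estimated correlation) and 7 of 10 in EA2 (adjusted p = 0.0722 from camera, adjusted p = 0.583 with an estimated correlation, adjusted p = 0.000562 from preranked GSEA). Hc, which encodes C5, stayed below the filter in both lines, at 0.358 and 0.0993 FPKM in vivo. In EA1 Hc was at 0.01 in every in vitro library and above it in 5 of 5 in vivo libraries (exact permutation test, two-sided, p = 0.0079), and in EA2 p was 0.6964. Cfi, the protease that cleaves C3b (ENSMUSG00000058952.12, chromosome 3 from 129835884 to 129875332 in GRCm38), rose from 0.161 ± 0.0824 to 97.5 ± 44.1 FPKM in EA1, a log2 change of 6.19. In EA2 it was below the filter, at 0.652 ± 0.747 FPKM in vivo (exact permutation test, two-sided, p = 0.1786), and the changes differed by 5.59 (adjusted p = 8.49e-07 from limma). Among regulators, 7 of 8 rose in EA1 (adjusted p = 0.000202, adjusted p = 0.126 with an estimated correlation). In EA2 2 of 5 rose (adjusted p = 0.354 from camera, adjusted p = 0.583 with an estimated correlation, adjusted p = 0.0111 from preranked GSEA) and Cr1l, a membrane inhibitor of complement, fell by 1.66. Serping1, the C1 inhibitor, rose by 3.94 in EA2. All counts were the same adjusted over the list alone. Against in vitro library 2 alone, 5 complement genes rose and 1 fell in EA2 (adjusted p = 0.0226). The complement list changed more in EA1 than in EA2 in the test of the difference (median difference 0.85, camera, adjusted p = 0.00673, adjusted p = 0.673 with an estimated correlation), as did the regulators alone (median difference 1.89, adjusted p = 0.0158, adjusted p = 0.673 with an estimated correlation). That test took 25 complement genes, those past the filter in either line, such as Cfi and C4a, which passed in EA1 alone. Genes that passed through their EA1 in vivo values favor a larger change in EA1, and the test was not run without the filter. Markers of other cell types moved in the direction of the complement list: in EA1 the median log2 change was 3.23 for fibroblast, 1.90 for macrophage and 1.87 for endothelial markers. Each of these marker lists, taken by the same rule, also changed more in EA1 than in EA2 (camera, adjusted p = 0.00695, 0.031 and 4.08e-05, adjusted p = 0.673, 0.742 and 0.673 with an estimated correlation). Acute-phase and liver-type secreted genes rose beside them, 25 of 25 tested in EA1, 18 of them below 1 FPKM in vitro (adjusted p = 6.12e-11, adjusted p = 0.126 with an estimated correlation) and 10 of 16 in EA2 (adjusted p = 0.00183, adjusted p = 0.436 with an estimated correlation).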

The complement pathway is a part of the innate immune system that interacts with and regulates the adaptive immune system, and its primary role in normal physiology is to help clear pathogens (30, 31). Complement activation occurs through three major pathways: the classical pathway, the alternative pathway and the lectin pathway (32, 33). All three pathways trigger a series of proteolytic cascades that converge on C3. The cleavage of C3 results in release of C3a and the covalent fixation of C3b to the surface of target cells. Deposited C3b leads to formation of the C5 convertase that cleaves C5 to produce C5a and ultimately leads to the formation of C5b-9, designated the membrane attack complex (MAC), which can cause lysis of target cells (34, 35). Furthermore, the cleavage products C3a and C5a (anaphylatoxins) have the ability to promote tumor growth by signaling to cells in the tumor microenvironment.

**Figure 3:**
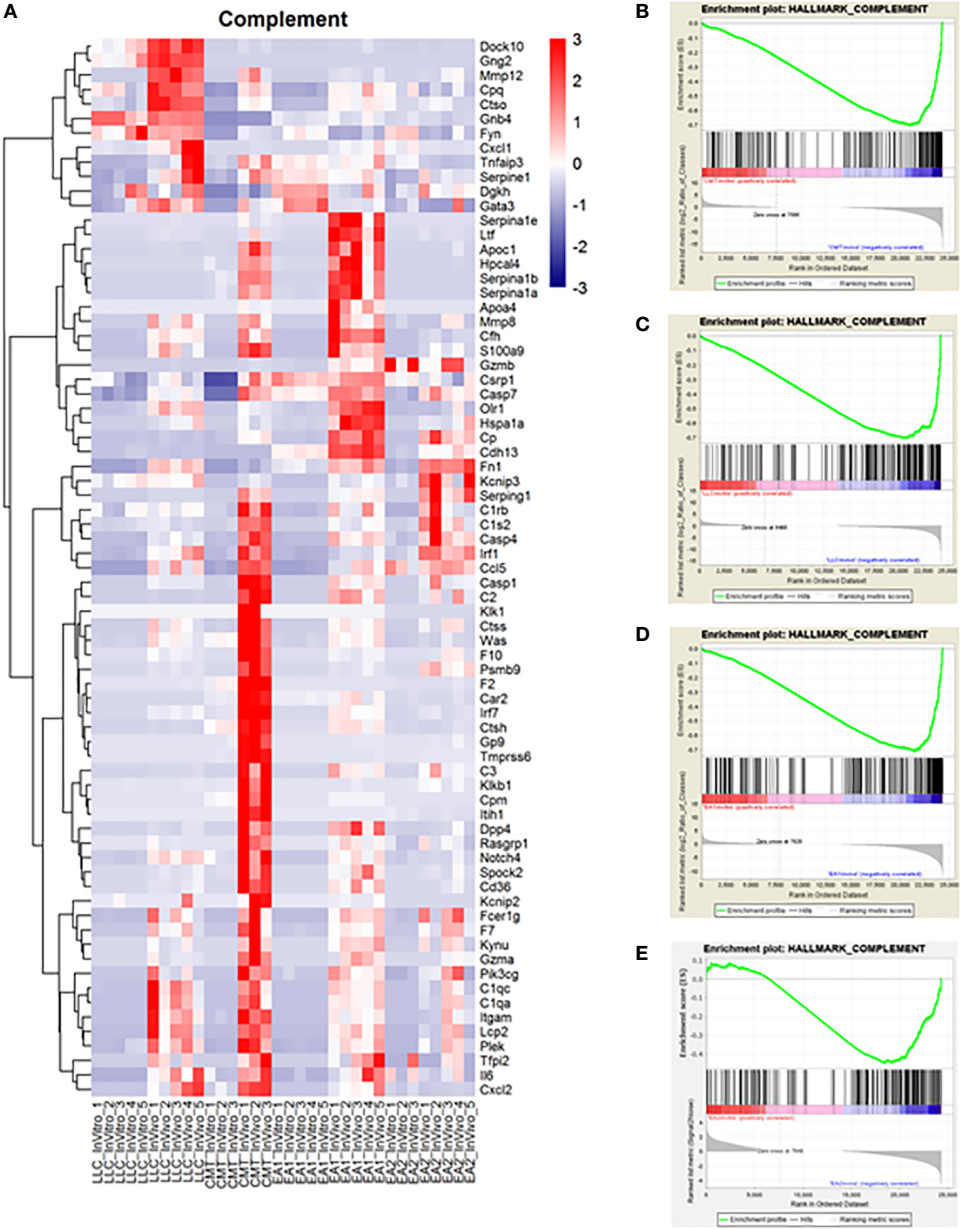
Complement proteins induced *in vivo* in murine NSCLC tumors and complement genes were found to be upregulated *in vivo* compared to *in vitro* cells. Gene Set Enrichment Analysis was performed on the data set to analyze changes in the complement pathway *in vivo* versus *in vitro*. **(A)** A heat map showing the upregulation of complement pathway genes *in vivo*. Enrichment plots for the complement pathway in CMT cells **(B)**, LLC cells **(C)**, EA1 cells **(D)**, and EA2 cells **(E)**. The “HALLMARK_COMPLEMENT” gene set from the Hallmark Gene Sets for this GSEA. The enrichment plots show the *in vitro* changes that positively correlate with complement genes on the left side of the plot in red while the *in vivo* changes negatively correlated with complement genes are on the right side in blue.

While the role of complement in cancer is context dependent, our lab has previously shown that complement can drive lung cancer progression in our model by signaling to immune cells within the tumor microenvironment. We showed that complement inhibition in genetic C3^-/-^ mice and with the use of pharmacologic agents against the C3a and C5a receptors inhibited tumor growth and metastasis (17). While complement is produced largely in the liver, recent studies have demonstrated local production by other cell types, including cancer cells (36, 37). In addition to C3, the RNA-seq showed increased expression of both C2 and C4, consistent with induction of the C3 convertase (38) (**Figures 4A–C**). 

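C3, the central component of complement (ENSMUSG00000024164.15, chromosome 17 from 57203970 to 57228136 in GRCm38), was very low in vitro and rose in both Eml4-Alk lines. It went from 0.0408 ± 0.0313 FPKM to 34.5 ± 18.3 in EA1 (SD, n = 5 each), a log2 change of 4.95 (standard error 0.29, adjusted p = 1.17e-07 from limma), and from 0.0172 ± 0.00453 (SD, n = 3) to 25.5 ± 22.5 FPKM (SD, n = 5) in EA2, a log2 change of 4.40 (standard error 0.45, adjusted p = 6.1e-05). C2, the protease of the classical pathway C3 convertase (ENSMUSG00000024371.14, chromosome 17 from 34862604 to 34898265), went from 0.0345 ± 0.0212 to 4.96 ± 1.88 FPKM in EA1, a log2 change of 2.45 (standard error 0.23, adjusted p = 2.88e-06 from limma). In EA2 it went from 0.0230 ± 0.0204 to 2.49 ± 2.52 FPKM, a log2 change of 1.48 (standard error 0.49, adjusted p = 0.0239 from limma; exact permutation test, two-sided, p = 0.0536). With fewer in vitro libraries its call was lost while the change held (log2 changes of 1.495, 1.469 and 1.471 without library 1, 2 or 3). Its in vivo mean rests in part on library 4, at 6.39 FPKM, and was 1.52 FPKM without it (log2 change 1.134). C4b, which encodes the partner of C2 in that convertase (ENSMUSG00000073418.4, chromosome 17 from 34728380 to 34743882), went from 0.100 ± 0.0637 to 47.3 ± 12.8 FPKM in EA1 and from 0.0106 ± 0.00585 to 23.2 ± 19.4 FPKM in EA2, log2 changes of 5.41 and 4.27. C4a (ENSMUSG00000015451.16, chromosome 17 from 34809092 to 34823464), a near-identical paralog of C4b that may share reads with it, rose from 0.0580 ± 0.0156 to 6.01 ± 2.59 FPKM in EA1, a log2 change of 2.65. In EA2 it was below the filter, at 0.111 ± 0.0710 FPKM in vitro and 0.101 ± 0.0597 in vivo (exact permutation test, two-sided, p = 0.8036). Every in vivo library lay above every in vitro library for C3, C2 and C4b in both lines and for C4a in EA1, and the exact permutation test reached the smallest p it can in all of these but C2 in EA2. EA2 in vivo library 2 stood apart, with 65.4 FPKM of C3 and 56.8 FPKM of C4b, and without it the means were 15.5 and 14.8 FPKM. The changes of C3, C2 and C4b in EA1 and EA2 did not differ past the threshold (differences of 0.55, 0.97 and 1.14, adjusted p = 0.399, 0.125 and 0.0583 from limma), while that of C4a did (difference 2.67, adjusted p = 8.11e-07). All of these genes were near 0 in vitro, so the differences also compare in vivo levels between tables processed separately. As C4a may share reads with C4b, its difference cannot be told apart from another assignment of reads in the EA2 table. Of transcripts that mark other cell types, Dcn of fibroblasts lay above C3 in 5 of 5 in vivo libraries of each line, Col3a1 of fibroblasts in 5 of 5 EA1 and 2 of 5 EA2 libraries, and Lyz2 of myeloid and alveolar type 2 cells in 5 of 5 EA1 and 3 of 5 EA2 libraries, while Cd68, Csf1r and Ptprc of leukocytes and Pecam1 of endothelium lay above it in 0 of 5 in each line. Such ranks do not show which cells made C3. In EA2 in vivo Dcn had a mean of 506 FPKM, far above Col3a1 at 12.4, so there Dcn need not come from fibroblasts. From the increased C2 and C4 beside C3, the paper proposes induction of the C3 convertase. Its Figure 4 legend gives increased C4 in CMT and EA1, as for C4a here, while C4b rose in EA2 too.

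**Figure D2:**
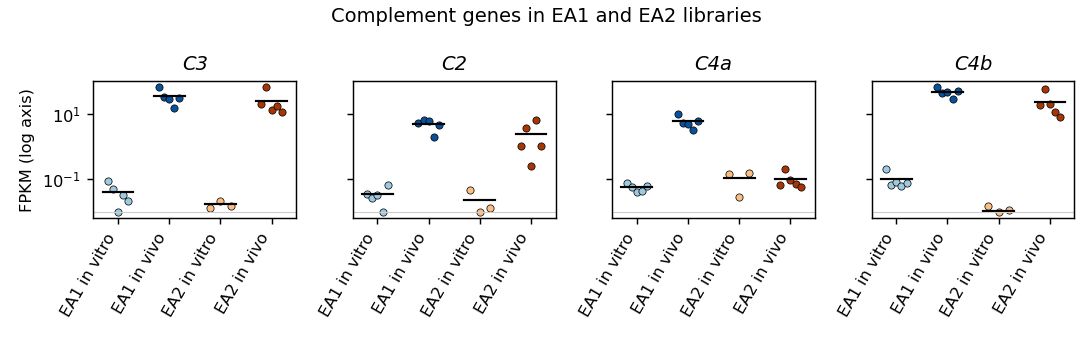
FPKM (vertical log axis) of C3, C2, C4a and C4b in each EA1 and EA2 library, in vitro and in vivo, with horizontal bars at group means and values below 0.01 FPKM drawn at the grey line at 0.01. C3 had in vivo means of 34.5 and 25.5 FPKM in EA1 and EA2.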

We hypothesized that the induction of complement proteins in cancer cells was mediated by factors produced within the TME. We therefore screened a panel of chemokines for their ability to induce both C3 in the two cell lines showing the strongest induction (CMT and EA2). As shown in **Figures 4D, E** individual factors act in a cell-specific manner to induce C3. For example, IL-1β induced C3 expression in EA1 cells, but was ineffective in the other three cell lines, whereas TNFα was the dominant inducer in CMT167. From our RNA-seq analysis, there do not appear to be significant differences in the levels of receptors between any of these cell lines, and therefore differential regulation can be attributed to differences in downstream signaling or effects of epigenetic regulation.

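Receptor chains for the screened cytokines rose in vivo in both Eml4-Alk lines, 6 of 9 tested in EA1 (camera, adjusted p = 0.00581, adjusted p = 0.125 with an estimated correlation) and 7 of 9 in EA2 (adjusted p = 0.0176, adjusted p = 0.436 with an estimated correlation), with the same counts adjusted over the list alone. Ifngr2, a chain of the IFNγ receptor, went from 14.1 ± 1.05 to 54.2 ± 6.87 FPKM in EA1 (SD, n = 5 each) and from 11.0 ± 3.27 (SD, n = 3) to 23.5 ± 6.01 FPKM (SD, n = 5) in EA2, log2 changes of 1.86 and 1.04. The TNFα receptors Tnfrsf1a and Tnfrsf1b rose by 1.12 and 1.35 in EA1 and by 1.59 and 2.28 in EA2, and Il6st, the signaling chain of the IL-6 receptor, by 1.00 and 2.00. Il10rb, a chain of the IL-22 receptor, rose by 1.08 in EA1 and 0.45 in EA2. Il1r1, the IL-1β receptor, had 11.5 ± 2.09 FPKM in vitro and 8.92 ± 2.28 in vivo in EA1, and 5.41 ± 2.96 and 6.67 ± 2.00 in EA2, with no change past the threshold in either line. Its partner chain Il1rap had 0.401 ± 0.0814 FPKM in vitro in EA1, below the filter, and 9.26 ± 4.87 in EA2, where it rose by 0.91 (exact permutation test, two-sided, p = 0.0536). Il22ra1, the other chain of the IL-22 receptor, had 8.65 ± 1.93 FPKM in vitro in EA1 and 0.0908 ± 0.0960 in EA2. Ifngr1 had 84.7 ± 7.51 FPKM in vitro in EA1 and 41.7 ± 14.5 in EA2, and Il6ra 1.68 ± 0.147 and 0.708 ± 0.457. These levels stand in tables processed separately and were not tested between the lines. The changes were: that of Ifngr2 was larger in EA1 (difference 0.83, adjusted p = 0.0092 from limma), as was that of Il10rb (0.63, adjusted p = 0.00277), and those of Tnfrsf1b (-0.92, adjusted p = 0.000238) and Il6st (-1.00, adjusted p = 0.00268) were larger in EA2. In EA2, 4 of the receptor genes rose against in vitro library 2 alone.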

**Figure 4:**
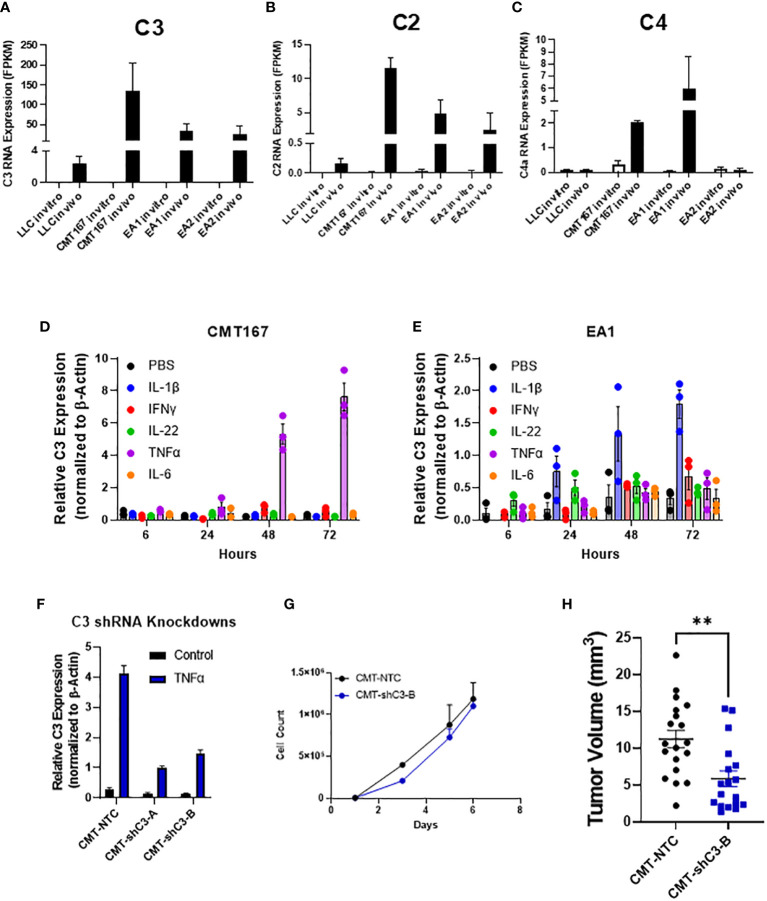
Role of C3 in tumor promotion FPKM values for C3 **(A)**, C2 **(B)**, and C4 **(C)** from our RNA-seq experiment show an induction of complement components C2 and C3 in vivo in 4 cell lines, with CMT and EA1 having an increase in C4 expression *in vivo* compared to *in vitro* samples. *In vitro*, CMT167 **(D)** and EA1 **(E)** cells were stimulated with IL1β (10 ng/mL), IFNγ (10 ng/mL), IL-22 (100 pg/mL), TNFα (10 ng/mL), IL-6 (100 pg/mL), or control (PBS) for 6, 24, 48, and 72 hours. RNA was isolated from the samples and qPCR was performed to determine what cytokines cause the induction of C3. Data were normalized to the expression of β-actin. **(F)** CMT167 cells were infected with C3 shRNA lentiviruses to knockdown down C3 expression. To confirm knockdown, cells were treated 10 ng/mL TNFα for 48 hours, RNA isolated, and qPCR performed to confirm knockdown in unselected, pooled samples. **(G)** Equal numbers of CMT-NTC or CMT-shC3-B cells were plated and proliferation was measured in the presence of TNFα over a 6 day period by quantifying cell number **(H)** 250K CMT-NTC or CMT-shC3-B cells were implanted into the left lung of C57Bl/6 mice, and established for 2 weeks before tumors were harvested and measured via digital calipers. Graph is combined of 2 independent experiments. N=9-11 per group per experiment. 2 outliers were removed using the ROUT test where Q=1%; a nonparametric Mann-Whitney was performed; **p<0.01.

To confirm a role for C3 expressed in the cancer cells, we silenced expression of C3 in CMT cells using shRNA. Since expression of C3 is low in untreated cells *in vitro*, the degree of knockdown was validated in cells that had been stimulated with TNFα, which causes the greatest degree of induction (**Figure 4D**). shC3-B resulted in a greater degree of knockdown (**Figure 4F**); thus we selected these cells for *in vivo* experiments. *In vitro* proliferation assays performed in the presence of TNFα to induce C3 expression, showed no difference between control (NTC) and CMT-schC3-B cells (**Figure 4G**). To assess the role of tumor-cell derived C3 on tumor growth, CMT-NTC and CMT-shC3-B cells were implanted into the left lungs of WT mice, and tumors were harvested at 2 weeks. As shown in **Figure 4H**, silencing of C3 resulted in statistically smaller tumors.

### Silencing complementary regulatory proteins inhibits lung cancer growth

In principle, complement can play both a pro- or an antitumorigenic role (39). While production of anaphylatoxins can act to suppress anti-tumor immunity, localized complement activation resulting in the formation of the MAC can mediate cancer cell lysis and initiate an adaptive immune response. There are multiple complement regulatory proteins that act to inhibit or decrease complement activation; these proteins include Factor H (fH), CD55, and CD59 (40). 

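Cd59a and Cd59b encode the mouse forms of CD59, which blocks the last step of the membrane attack complex. They lie on chromosome 2 of GRCm38, Cd59a (ENSMUSG00000032679.12) from 104095801 to 104115354 and Cd59b (ENSMUSG00000068686.12) from 104069849 to 104091187. Both were below 1 FPKM in every group of the Eml4-Alk lines and so were not among the genes tested with limma. In EA1 they were at the lowest listed value, 0.01, in every in vitro library, and had 0.0688 ± 0.0371 and 0.0791 ± 0.0634 FPKM in vivo (SD, n = 5), with exact permutation p of 0.0079 and 0.0476 (two-sided). In EA2, Cd59a had 0.320 ± 0.261 FPKM in vitro (SD, n = 3) and 0.0680 ± 0.137 in vivo (SD, n = 5; exact permutation test, p = 0.0536), where library 4 stood apart at 0.312. Cd59b had 0.0479 ± 0.0830 FPKM in vitro and 0.0618 ± 0.0695 in vivo (exact permutation test, p = 0.8214). Paralogs may share reads, and the depth that would say how few fragments such values rest on is unknown here.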

We examined our RNA-seq data for expression of these proteins. *In vitro*, CD55 was only significantly expressed in CMT cells, with low to undetectable expression in all the other cell lines. 

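Cd55 encodes decay-accelerating factor, a membrane protein that breaks up C3 convertases (ENSMUSG00000026399.12, chromosome 1 from 130439027 to 130462744 in GRCm38). In EA1 it had 1.01 ± 0.432 FPKM in vitro and 1.59 ± 0.728 in vivo (SD, n = 5 each), a log2 difference of 0.33 (standard error 0.23, adjusted p = 0.203 from limma), and 3 of 5 in vivo libraries lay above every in vitro library (exact permutation test, two-sided, p = 0.2063). In EA2 it was listed at 0 in every in vitro library and had 0.0171 ± 0.0236 FPKM in vivo (SD, n = 5; exact permutation test, p = 0.4643), below the filter. Without EA1 in vivo library 4, the library with the most Col3a1 RNA, the EA1 log2 change was 0.53 and passed the test (adjusted p = 0.00826 from limma). After quantile normalization it was -0.23.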

CMT cells recovered from tumors (*in vivo*) showed a further induction of CD55, whereas there was no significant change in any of the other cell lines (**Figure 5A**). To determine the effects of CD55 on tumor growth, we used shRNA to knockdown expression, which resulted in a greater than 80% decrease in expression (**Figure 5B**). IFNγ has previously been reported to induce CD55 expression *in vitro* (41). Silencing CD55 had no effect on cell proliferation *in vitro* when grown in the presence of IFNγ (**Supplemental Figure 4B**). Implantation of these cells showed an inhibition of tumor growth compared to implantation of cells with a non-targeting control, though decreased tumor growth did not reach statistical significance (**Figure 5C**).

**Figure 5:**
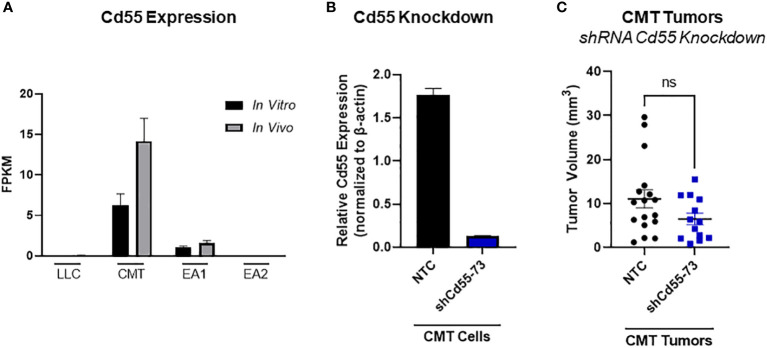
Role of CD55 on tumor progression. **(A)** Expression of complement regulatory protein CD55 from RNA-seq data comparing *in vivo* and *in vitro* samples in all 4 cell lines, where *in vivo* samples appear to induce expression compared to the *in vitro* cells. Data presented as FPKM values. **(B)** Efficiency of shRNA knockdown for CD55 in CMT cells. Pools of cells transfected with either shRNA targeting CD55 or non-targeting control (NTC) were analyzed for expression of CD55 by qRT-PCR. **(C)** 250K CMT cells silenced for CD55 or control cells were implanted into the left lung of C57Bl/6 mice. Tumor were harvested at 2 weeks post implantation and tumor volume was assessed *via* digital calipers. Graph is combined of 2 independent experiments. N=7-9 per group per experiment. 2 outliers were removed using the ROUT test where Q=1%; a nonparametric Mann-Whitney was performed; ns, not significant.

Another complement regulatory protein that has been implicated in tumor control is factor H (42, 43). Factor H (encoded by the gene *CFH*) regulates the alternative complement pathway (AP) by serving as a decay accelerator of the AP convertases and a cofactor for factor I mediated cleavage of C3b, leading to the inhibition of both C3 and C5 convertases and downregulation of complement activation. fH was expressed at very low levels in all 4 cell lines *in vitro*, but was induced *in vivo*, with EA1 cells showing the greatest induction (**Figure 6A**). We screened the same panel of factors for their ability to induce CFH. IFNγ led to an induction of factor H RNA expression in both CMT167 and EA1 cells at 48 hours (**Supplemental Figures 5E**, **F**).

To define the role of these proteins on tumor growth, we knocked down fH in CMT cells using shRNA. (**Supplemental Figure 4A**), This had no effect on proliferation *in vitro* in the presence of IFNγ (**Supplemental Figure 4C**) and we observed no difference in tumor volume *in vivo* between the knockdown and control cells (**Figure 6B**). To confirm that this was not a result of incomplete knockdown, we used CMT167 cells that were knocked out for fH using CRISPR (44). Similar to the knockdown experiment, we observed no difference in tumor volume between factor H knockout and control tumors (**Figure 6C**).

**Figure 6:**
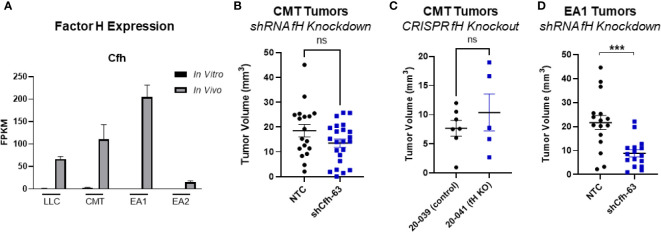
Effect of factor H on tumor progression. **(A)** Factor H (Cfh) RNA Expression *in vivo* vs *in vitro* from the RNAseq data, expressed as FPKM values. In all 4 cell lines, the *in vivo* samples appear to induce expression compared to the *in vitro* cells. **(B)** 500K CMT cells stably transfected with factor H shRNA (shCfh-63) or control cells (NTC) were implanted into the left lung of C57Bl/6 mice, established for 2 weeks, were harvested and tumors measured. Results are the combination of 3 independent experiments where n=5-10/group/experiment. **(C)** 500K CMT cells with fH deleted using CRISPR (20-041) or control cells (20-039) were implanted into the left lungs of C57Bl/6 mice, established for 2.5 weeks, and tumor volume was measured using digital calipers. N=5 or 7 per group. **(D)** 250K EA1 cells stably transfected with factor H shRNA (shCfh-63) or control cells (NTC) were implanted into the left lung of C57Bl/6 mice, established for 2.5 weeks, were harvested and tumors measured. Results are the combination of 2 independent experiments where n=6-10/group/experiment. 1 outlier was removed using the ROUT test where Q=1%. A nonparametric Mann-Whitney test was performed on all experiments; ns, not significant; ***p<0.0001.

Since fH is also robustly induced in EA1 cells, which harbor the *Eml4-Alk* fusion, we examined the role of this protein in a second cell line using shRNA. Since fH expression is low *in vitro*, we validated the degree of knockdown by stimulating cells with IFNγ, which has been shown to induce expression (45). We selected the knockdown cells that had the greatest inhibition of fH expression (designated EA1-shCfh-63; (**Supplemental Figure 4A**). *In vitro*, the proliferation of EA1-shCfh-63 cells in the presence of IFNγ was not significantly different from non-targeting control cells (EA1-NTC; **Supplemental Figure 4D**). However, upon implanting these cells orthotopically into the left lung of wild-type (WT) C57BL/6J mice, we observed a significant decrease in tumor volume in EA1-shCfh-63 tumors compared to control tumors (**Figure 6D**).

To confirm a role of fH in this cell line, we examined the effect of a therapeutic antibody targeting cancer cell-specific fH, GT103 (24, 25). The human version of this antibody is currently under clinical trials in advanced stage lung cancer (NCT04314089). The mouse version of this antibody recognizes the a common epitope ini mouse fH (**Supplemental Figure 5A**) We injected EA1 cells into the left lungs of WT mice, and began treating mice after one week with either GT103 or a control antibody. We observed significant (p=0.0012) increased survival in mice treated with the fH antibody compared to control-treated mice (**Supplemental Figure 5B**). In an attempt to quantify localized complement activation in the tumors we used immunostaining with anti-C3b and anti-C3d antibodies. While specific staining was observed, this was patchy, and there were no consistent differences between EA1-NTC and EA1-shCfh-63, or control and GT103 treatment (**Supplemental Figures 6A, B**). Attempts to stain with antbodies against components of the MAC complex were unsuccessful (data not shown).

Finally, we examined changes in the tumor microenvironment in the setting of fH knockdown. After tumors established for 3 weeks, single cell suspensions were made from the left lung/tumors of mice with both EA1-NTC and EA1-shCfh-63 tumors and were analyzed by flow cytometry. We did not observe significant changes in total T cells (CD3^+^) or in CD4^+^ or CD8^+^ T cells (**Supplemental Figures 7A–D**). However, we did observe changes in innate immune populations, with significant increases in monocytes and a non-significant trend towards increased neutrophils observed in EA1-shCfh-63 tumors (**Supplemental Figures 7E, F**).

## Discussion

Tumor progression involves complex interactions between cancer cells and the surrounding population of inflammatory, immune, and vascular cells. Cancer cells *in vivo* receive signals through cytokines and growth factors produced by stromal cells that may influence the phenotype of the cancer cell. While there has been extensive characterization of lung cancer cells *in vitro*, there is less known regarding how the microenvironment alters the properties of these cells. In this study we have used an innovative approach to recover cancer cells from an orthotopic immunocompetent mouse model of NSCLC. Recovering GFP-negative cells from a single cell digest of a tumor allowed us to recover a pure population of cancer cells that is not dependent on maintaining expression of a specific marker *in vivo*. Furthermore, the cancer cells in the tumor are in contact with populations of stromal cells that are present in the lung, which is the relevant microenvironment. 

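Transcripts that mark other lung cell types were present in the in vivo libraries of GFP-negative cells. In EA1 in vivo the fibroblast genes Col3a1 and Dcn had 394 ± 355 and 194 ± 164 FPKM (SD, n = 5), against 1.15 ± 0.277 and 0.330 ± 0.0908 in vitro, and library 4 was highest for both, with means of 242 and 127 FPKM without it. Scgb1a1, the club cell secretoglobin, had 388 ± 281 FPKM, with 887 in library 3, and Sftpc, surfactant protein C of alveolar type 2 cells, had 68.7 ± 62.1, or 42.3 without library 3. Lyz2 had 101 ± 39.9, Pecam1 of endothelial cells 6.76 ± 2.83, Cd68 of macrophages 6.42 ± 1.47 and Ptprc, the leukocyte antigen CD45, 0.536 ± 0.147 FPKM. EA1 cells expressed Xist, at 35.8 ± 5.58 FPKM in vitro and 17.7 ± 2.15 in vivo, a log2 change of -0.97 (adjusted p = 1.9e-05 from limma), and the mice were males. The Y-linked genes Ddx3y, Eif2s3y and Uty were at 0.01 in all 5 EA1 in vitro libraries and had 0.169 ± 0.0926, 0.201 ± 0.0513 and 0.0454 ± 0.0201 FPKM in vivo, above 0.01 in 5 of 5 libraries. In EA2 in vivo, Col3a1 had 12.4 ± 13.6, Scgb1a1 48.8 ± 58.4, Lyz2 38.4 ± 35.8, Pecam1 1.10 ± 1.12 and Ptprc 0.217 ± 0.159 FPKM. Library 4 had 152 FPKM of Scgb1a1 and 2.70 of Pecam1, and without it the means were 22.9 and 0.704, while that of Col3a1 was 8.09 without library 1. Col3a1, Scgb1a1 and Ptprc were listed at 0 in all 3 EA2 in vitro libraries, but so was the abundant Eef1a1 in libraries 1 and 2, so a 0 there need not mean that the RNA was absent. Dcn had 506 ± 199 FPKM in vivo, far above Col3a1, and 7.31 ± 10.2 in vitro, where library 3 had 19.1 FPKM. Cd68 was not lower in vitro, with 8.75 ± 7.41 FPKM in vitro and 6.10 ± 2.29 in vivo. EA2 cells expressed Ddx3y, Eif2s3y and Uty in vitro, at 12.0 ± 0.827, 34.5 ± 14.6 and 5.33 ± 1.35 FPKM (SD, n = 3), so these cannot mark host RNA in that line. The EA1 in vivo values of these genes lay far below such levels, though the tables were processed separately. The share of host RNA in the EA1 libraries and the cause of the lower Xist were not tested. By lists, 12 of 16 alveolar type 2 markers, 8 of 9 club and ciliated markers and 17 of 18 endothelial markers rose in EA1 (camera, adjusted p = 0.000127, 0.00019 and 5.96e-08, adjusted p = 0.117, 0.174 and 0.168 with an estimated correlation). Of these lists 3, 1 and 1 genes fell. Of their genes with 1 FPKM or more in vitro, 2 of 6, 0 of 1 and 1 of 2 rose. In EA2 5 of 8, 5 of 9 and 1 of 6 rose (camera, adjusted p = 0.0963, 0.539 and 0.417, adjusted p = 0.585, 0.836 and 0.762 with an estimated correlation). Preranked GSEA gave these lists an adjusted p of 0.0788, 0.000562 and 0.00167. All these counts were the same adjusted over the list alone.

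**Figure D3:**
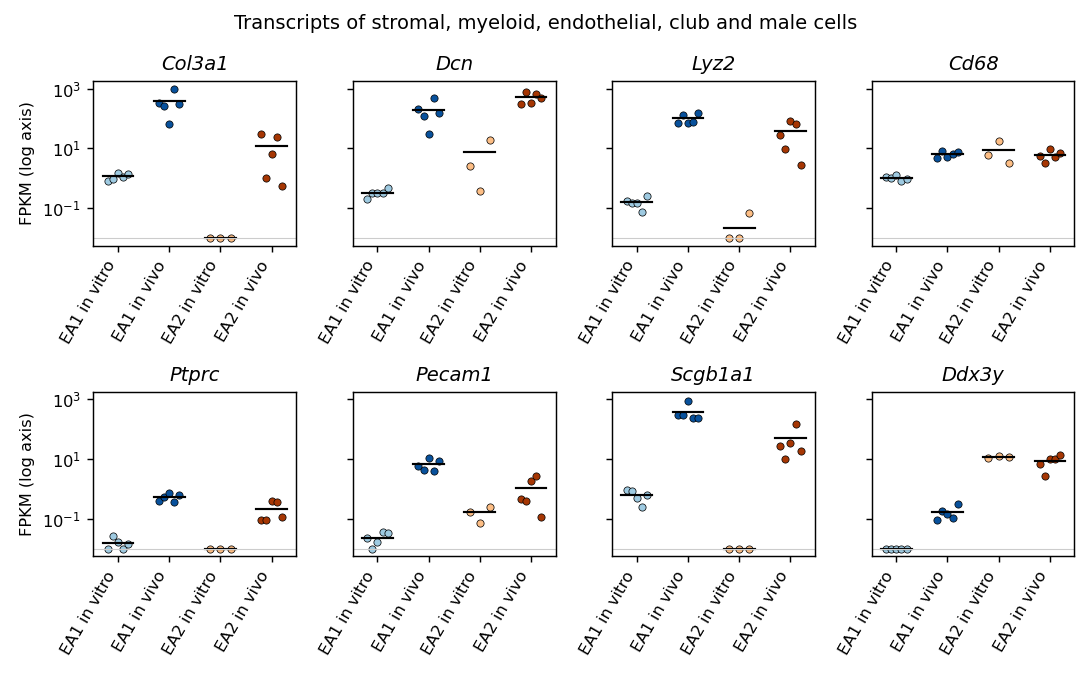
FPKM (vertical log axis) of Col3a1, Dcn, Lyz2, Cd68, Ptprc, Pecam1, Scgb1a1 and Ddx3y in each EA1 and EA2 library, in vitro and in vivo, with horizontal bars at group means and values below 0.01 FPKM drawn at the grey line at 0.01. Ddx3y was at 0.01 in all 5 EA1 in vitro libraries and above it in all 5 in vivo libraries.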

Data from the RNA-seq experiment reveals the strong influence the tumor microenvironment has on the transcriptional profile of cancer cells. While we cannot determine which cells of the TME most strongly influence tumor cells, this study offers more evidence to support the importance of the TME. We employed four different cell lines, encompassing two oncogenic drivers that are common in human LUAD (KRas mutations and EML4/ALK fusions). Many of the pathways that were upregulated *in vivo* in all of the cell types are pathways that crosstalk with the immune system (e.g., antigen presentation pathway, interferon pathways). We have previously demonstrated that responsiveness to IFNγ and induction of MHCII in the tumor cells are important determinants of response to anti-PD-1 therapy in KRas-driven lung tumors (15, 16). Interactions with the immune system also appears critical in mediating the response to tyrosine kinase inhibitors in ALK positive lung cancer (46). Similarly, common pathways that were downregulated in all four cell lines, including G2M checkpoint and E2F targets, suggest that the cancer cells grow more slowly *in vivo*, presumably due to signals originating from the TME inhibiting proliferation. 

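Ccnd1, the cyclin of the G1 phase, went from 283 ± 19.6 to 82.9 ± 24.9 FPKM in EA1 (SD, n = 5 each) and from 135 ± 47.4 (SD, n = 3) to 60.8 ± 27.7 FPKM (SD, n = 5) in EA2, so it fell by 1.80 and 1.17 on the log2 scale. Ccnd2, a related cyclin, fell by 1.96 in EA1. E2F targets and G2M genes fell more in EA1 than in EA2, with median differences of -1.12 (camera, adjusted p = 7.24e-05, adjusted p = 0.742 with an estimated correlation) and -0.95 (adjusted p = 0.0038, adjusted p = 0.802 with an estimated correlation). Genes of oxidative phosphorylation fell in EA2 and did not pass as a list in EA1. In EA2 47 of 69 fell and 4 rose (adjusted p = 6.54e-08, adjusted p = 0.436 with an estimated correlation), and in EA1 25 of 69 rose and 16 fell (adjusted p = 0.0643). Adjusted over the list alone, 52 fell in EA2, and 23 rose and 15 fell in EA1. In EA2, 14 fell and 2 rose against in vitro library 2 alone. Ndufa4, a subunit of the respiratory chain, fell by 2.64 in EA2, and Ndufa6, a subunit of complex I, rose by 1.36 in EA1. The difference between the lines passed the test (median difference 1.12, adjusted p = 1.37e-07, adjusted p = 0.673 with an estimated correlation). Many of these transcripts are short, and with the length trend of each library removed the median change in EA2 was -0.49.

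**Figure D4:**
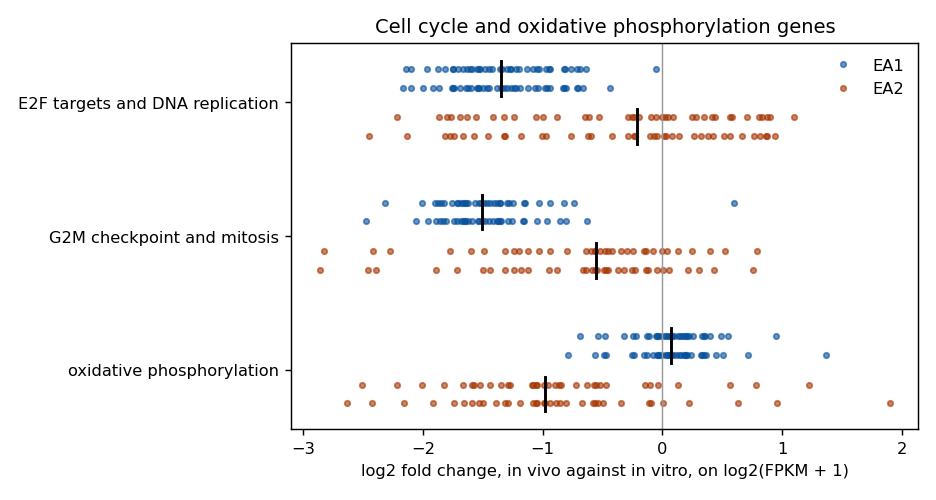
Log2 change in vivo minus in vitro (horizontal axis) of each tested gene of 3 lists, EA1 in blue and EA2 in orange, with black bars at list medians. In EA1 and EA2 the medians were -1.35 and -0.21 for E2F targets, -1.51 and -0.56 for G2M genes, and 0.07 (-0.04 with the length trend removed) and -0.98 for oxidative phosphorylation.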

Our data demonstrate differences in gene expression with different cancer cells. This will likely be a result of differences in the composition of the TME in different cancers. For example, we have observed fewer T cells and less T cell activation infiltrating LLC tumors compared to CMT167 tumors (16, 18). This is consistent with differences in the response to immune checkpoint inhibitors, with CMT167 cells being responsive and LLC cells being resistant (18).

We and others have previously demonstrated that complement is activated in the setting of cancer, and that complement inhibitors have an effect in preclinical models (17),. While complement proteins are typically produced in the liver, other cells including tumor cells can express them. Our RNA-seq analysis identified complement as a pathway that was upregulated in most of our tumor models. We propose that complement activation in cancer cells occurs in response to signals from surrounding stromal cells. This results in induction of both C3 and components of the C3 convertase (C2, C4), leading to production of C3a and C5a, which could increase recruitment of immunosuppressive populations such as tumor associated macrophages, and myeloid suppressor cells. Based on our *in vitro* experiments that stimulate cancer cells, it appears that individual factors act in a cell-specific manner; in CMT cells, TNFα is the dominant factor, whereas in EA1 cells IL-1β is the most potent. However, inducing C3 expression appears to be a critical event in cancer progression as silencing C3 inhibits tumor progression. Since complement activation can ultimately lead to MAC mediated cancer cell lysis, we propose that induction of complement regulatory proteins protects cancer cells and targeting these proteins will inhibit tumor growth.

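Of 11930 genes, 7557 changed differently in EA1 and EA2 (limma, adjusted p under 0.05), with the change higher in EA1 for 3230 and in EA2 for 4327. With in vitro library 2 alone for EA2, 4815 did. After median-of-ratios scaling the change was higher in EA1 for 4303 and in EA2 for 3221, so the balance of directions rests on the scaling. Members of the same list differed between the lines. H2-K1, an MHC class I heavy chain, rose in EA1 from 37.6 to 133 FPKM (n = 5 each) and in EA2 from 4.85 (n = 3) to 380.3 (n = 5), changes that differed by -4.15 on the log2 scale (adjusted p = 1.49e-06 from limma). Gbp3, a guanylate-binding protein induced by interferon, was below the filter in EA1, at 1.45 FPKM in vivo, and rose from 0.0857 to 35.8 ± 14.5 FPKM in EA2 (difference -3.85, adjusted p = 2.44e-06). The difference for Cxcl5 was 6.23 (adjusted p = 6.76e-06). Mmp7, a matrix metalloprotease of epithelial cells, had 102 ± 34.9 FPKM in vivo in EA1 and was listed at 0 in every EA2 library. Jag1, a Notch ligand, fell by 2.54 in EA1 and rose by 1.37 in EA2, and Fscn1, an actin-bundling protein, fell by 1.89 and rose by 1.91. As a list, interferon gamma-induced genes changed more in EA2 (median difference -1.66, camera, adjusted p = 0.000787, adjusted p = 0.742 with an estimated correlation), and cytokines and chemokines more in EA1 (median difference 0.75, adjusted p = 0.00176, adjusted p = 0.591 with an estimated correlation).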

One of the most unexpected findings of the RNA-seq data is that while some of the pathways were upregulated in all or multiple cell lines, not all the same genes within these pathways are upregulated in all cell lines. The genes within these pathways appear to be differentially upregulated in different cell lines. This suggests that cells likely have multiple ways to achieve the same outcome through redundancies in pathways. Moreover, this study shows that complement regulators play a role in lung cancer progression in our mouse model. Complement regulators may function within the tumor cell to prevent the development of MAC and prevent tumor cell lysis. Using immunostaining we were not able to detect significant increases in complement activity in the setting of inhibiting fH. There are several potential reasons for this. One possibility is that if activation of MAC and subsequent lysis of cancer cells occurs, these cancer cells would be eliminated; in fact, the cancer cells remaining would be predicted to be insensitive to complement regulation. In addition, since our staining is at a single time point, it may not capture the temporal features of complement activation. However, we cannot rule out effects of targeting fH that are independent of the complement pathway, and future studies will be required to examine this. Unfortunately, we were not able to confirm an increase of MAC due to limited reagents (e.g., antibodies that do not work well). Moving forward it will be paramount to confirm MAC development in both our fH and CD55 knockdown cells to verify the mechanism through which tumor growth is inhibited. Similarly, CD55 has been shown to be elevated in many cancers, including in human lung cancer (47), and has been previously shown to promote tumorigenesis by increasing cell survival and proliferation pathways independent of the complement pathway, by leading to activation of pathways including, but not limited to SRC, NF-κB, MAPK, JNK, and JAK/STAT (48). While we did not observe any effects of CD55 silencing on cell proliferation, additional studies are required to examine effects of CD55 on other signaling pathways.

While inhibiting fH in patients may not only cause direct cancer cell death, it may also promote an adaptive immune response, important for durable anti-tumor immunity. More research is needed to fully understand the role of complement regulatory proteins, but these data suggest that these regulatory proteins in cancer play an important role in tumor growth. Future investigation into combining the inhibition of complement regulatory proteins with other strategies will hopefully yield synergistic tumor growth inhibition and improve patient survival.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE100412, https://www.ncbi.nlm.nih.gov/geo/, GSE204918.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at the University of Colorado Anschutz Medical Campus.

## Author contributions

Conceived and designed research: EK, JP, JT, RN. Developed methodology and novel reagents: EK, JP, MW-E, EG, RB, MC, EP, RN. Performed experiments: EK, JP, AN, JL. Analyzed data: EK, JP, AJ, SK, NG. Interpreted results of experiments: EK, LH, KH, MW-E, JT, RN. Prepared figures: EK, JP, AJ, RN. Drafted manuscript: EK, JP, RN. Edited and revised manuscript: EK, JP, JL, EG, RB, MC, EP, JT, RN. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Upregulation of complement proteins in lung cancer cells mediates tumor progression
**Source:** Front Oncol. 2023 Jan 5;12:1045690. doi: 10.3389/fonc.2022.1045690
**Supplement:** Supplementary file 1

Supplemental Figures and Legends

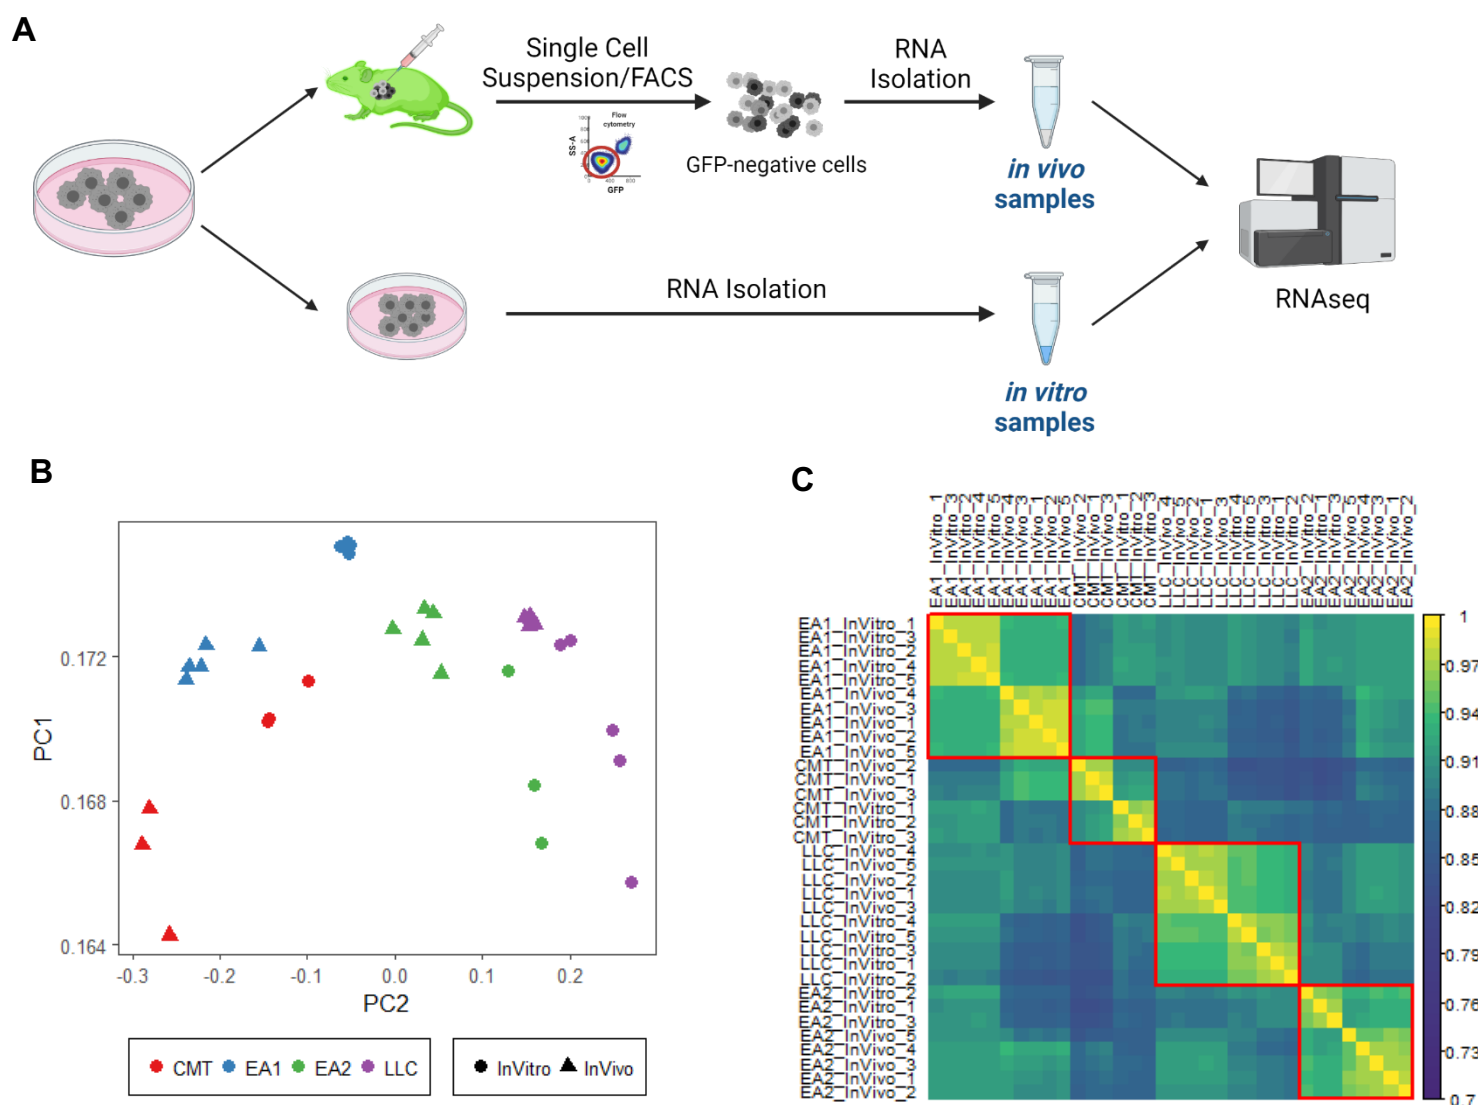

Supplemental Figure 1. Experiment Strategy for Analyzing Cancer Cells in Murine Tumors

(A) Experiment strategy for analyzing changes in cancer cells in murine tumors. Murine lung cancer cells (LLC, CMT, EA1 and EA2) cells were orthotopically injected into the left lung of GFP transgenic mice and tumors established for 3-4 weeks. Mice were sacrificed and single cell suspensions were made and submitted to flow cytometry cell sorting for the GFP-negative tumor cells. RNA was isolated from both the GFP-negative tumor cells and cells cultured at the time of implantation. RNA was submitted for RNA-seq analysis. Each *in vivo* sample is a pool of 3-5 mice. **(B)** Principal component analysis of the RNA-seq data for both the *in vivo* and *in vitro* samples. **(C)** Spearman correlation analysis to look at the rank relationship among *in vitro* and *in vivo* samples.

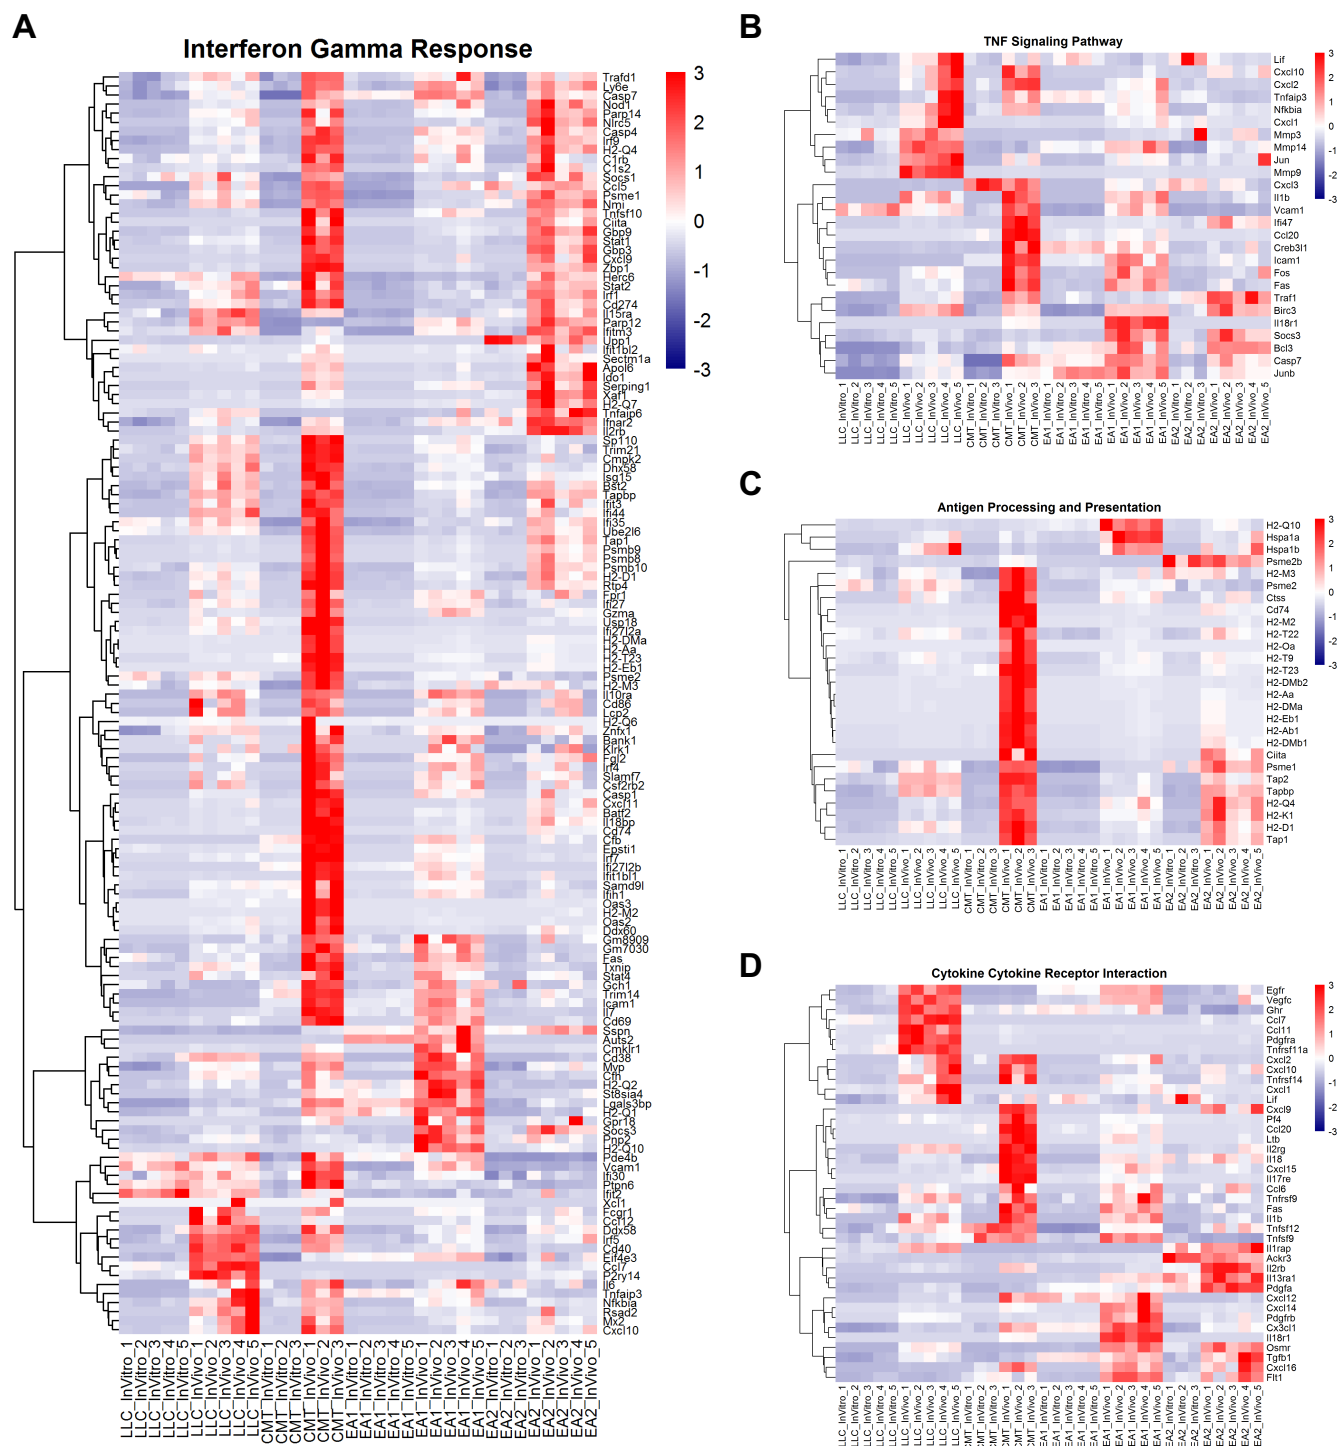

Supplemental Figure 2. Pathways induced in cancer cells in vivo

Heat maps show genes differentially expressed *in vivo* versus *in vitro* across all the tumors types. In general across all tumors, there was an induction of genes in the Interferon γ response pathway (**A**), the TNF- α response pathway (**B**), the antigen processing and presentation pathway (**C**), and the cytokine/cytokine receptor pathway (**D**). Hallmark Gene Sets were used for this gene set enrichment analysis.

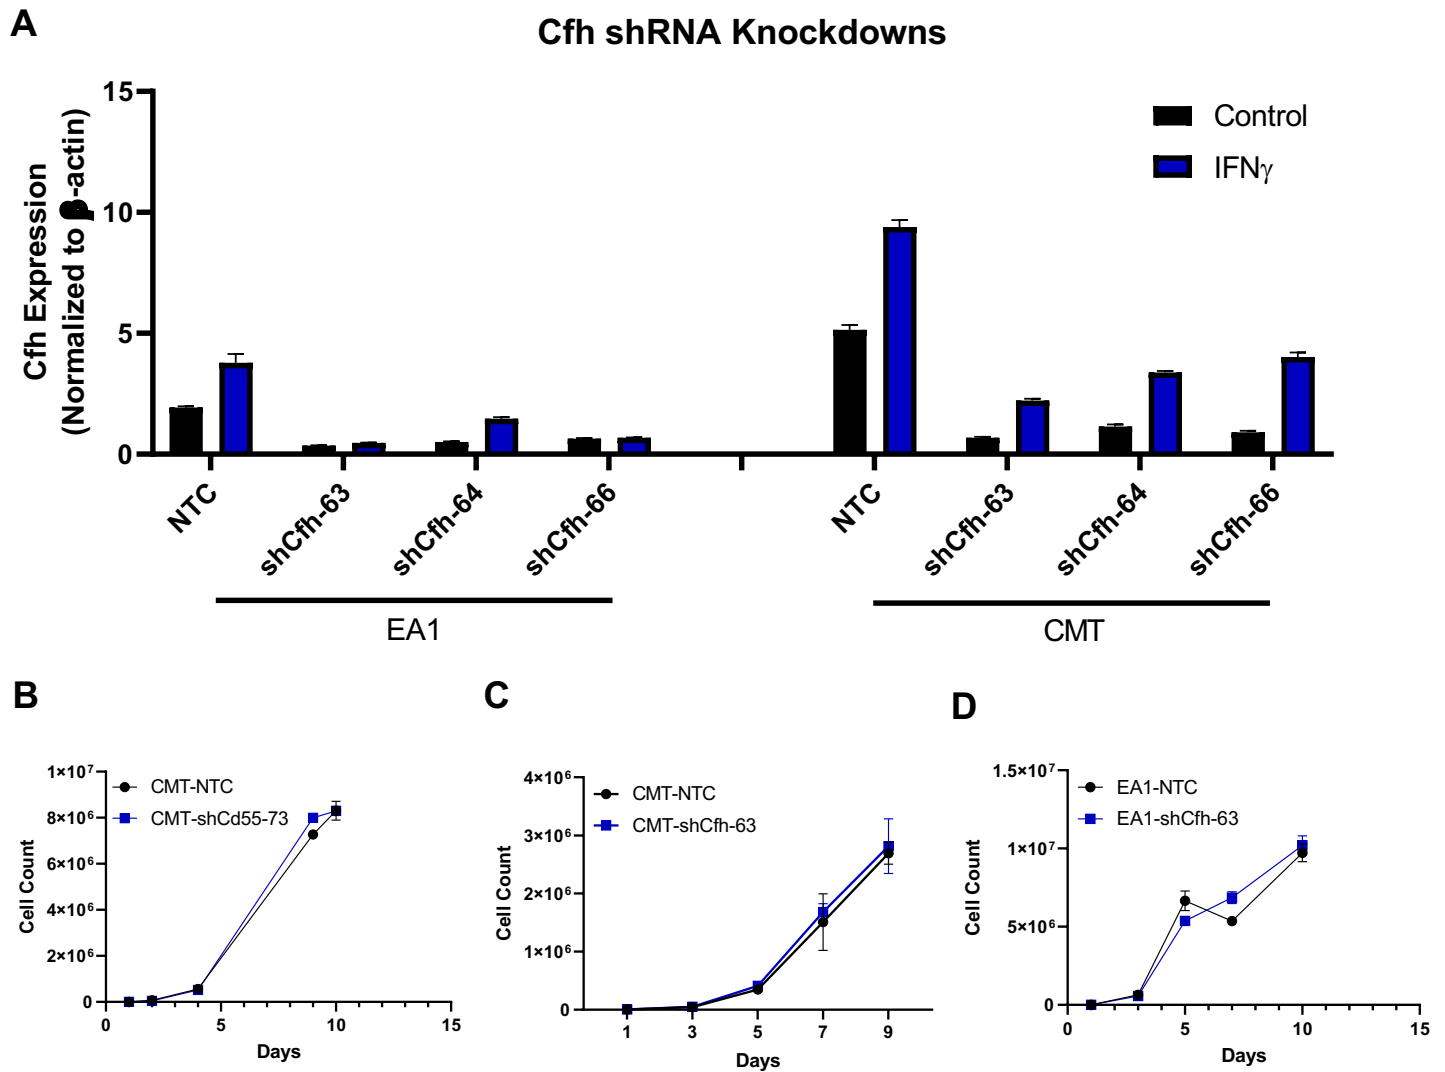

Supplemental Figure 4. Silencing fH in CMT and EA1 cells

(A) Quantification of factor H (fH; Cfh) expression after silencing by shRNA in EA1 cells (left) and CMT cells (right). Pooled, stable transfections of shRNA targeting Cfh or a non-targeting control (NTC) were stimulated for 48 hours with 10ng/mL IFN γ or vehicle, and factor H mRNA levels were determined by qRT-PCR. Cfh levels were normalized to β -actin. Cell proliferation assays were performed to determine growth differences between control and knockdown cells: (B) CMT-shCd55-73, (C) CMT-shCfh-63, and (D) EA1-shCfh-63. Cells were seeded in 12-well plates at 5000 cells/well. Cells were treated with IFN γ (10 μ g/ml); cells were trypsinized and counted at various days over the course of 10 days. N=3/condition. Data presented as the mean $\pm$ SEM.

A

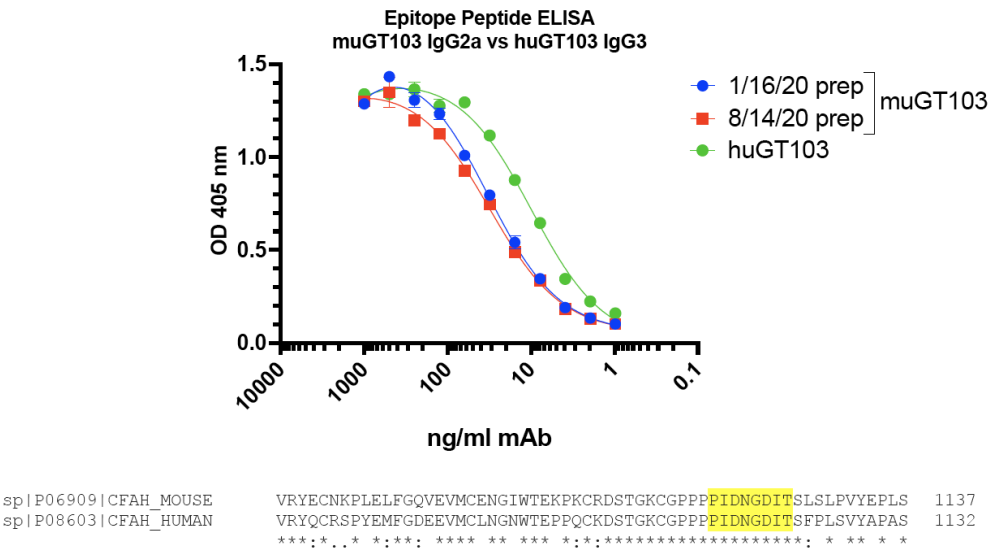

B

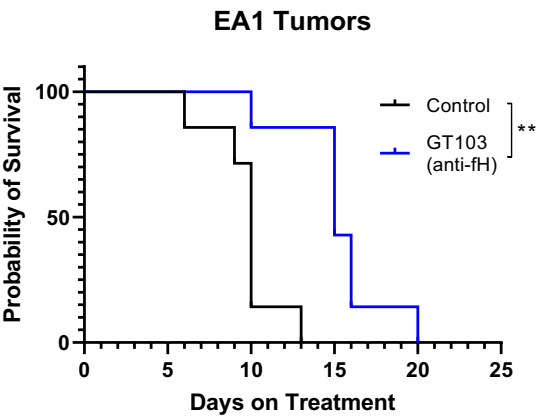

Supplemental Figure 5. Effect of Antibody Targeting fH

A. Peptide ELISA showing the human and mouse anti-CFH antibody (GT103) used in these experiments recognize the same CFH epitope, which is completely conserved in the mouse protein **B.** 5×10^5 EA1 cells were implanted into the lungs of C57Bl/6 mice. At one week post implantation, mice were treated intraperitoneally (IP) 2x/week with anti-factor H (GT103; @200µg/mouse) or control (PBS). Mouse survival was monitored over the indicated time. A Mantel-Cox test was performed to compare the survival curves; **p<0.01. N=7/group.

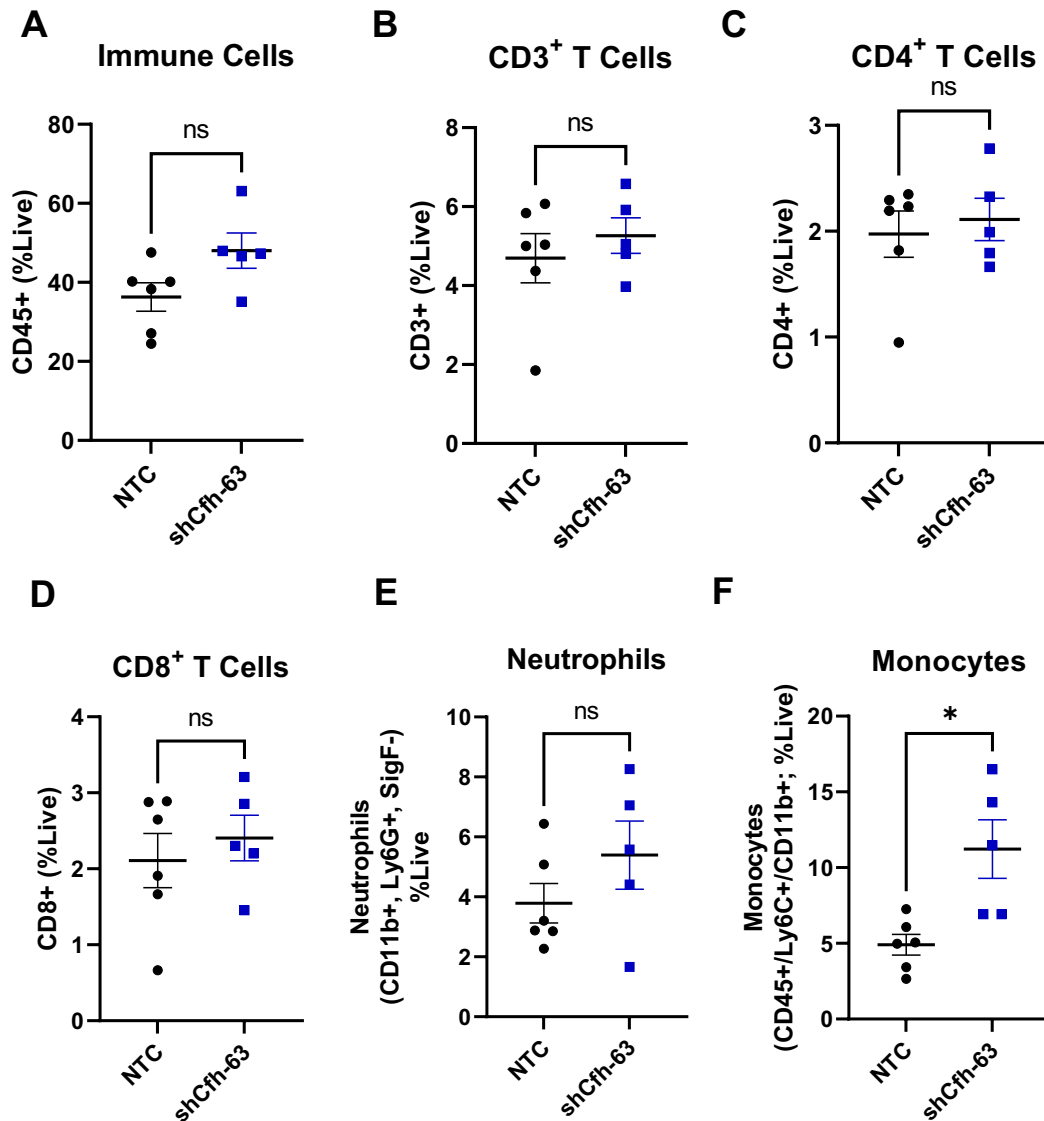

Supplemental Figure 7: Analysis of Immune cell populations in EA1 cells silenced for fH

5x10⁵ EA1 cells fH knockdown cells (shCfh-63) or control (NTC) cells were implanted into the left lung of C57Bl/6 mice. At two weeks, single cell suspensions were made of the tumor bearing left lung lobe. Single cell suspensions were stained and analyzed on the Gallios Flow Cytometer. Populations analyzed were (A) Immune cells (CD45+), (B) CD3⁺ T cells, (C) CD4⁺ T Cells, (D) CD8⁺ T cells, (E) neutrophils (CD11b+, Ly6G+, SiglecF-), and (F) monocytes (Ly6C+, CD11b+). All data are shown as percent Live cells. Graphs represent 2 independent experiments; n=2-3 per group per experiment. Data are presented as the mean±SEM. A nonparametric Mann-Whitney test was performed on all experiments; ns=not significant; *p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

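RNA of the Eml4-Alk lung cancer lines EA1 and EA2 was analysed in 18 libraries: 5 of EA1 cells in vitro, 5 of EA1 cells recovered in vivo, 3 of EA2 cells in vitro and 5 of EA2 cells recovered in vivo. Conditions were taken from the sample labels and checked against the paper. Each in vivo library comes from GFP-negative cells sorted from the pooled tumors of 3 to 5 mice. Libraries of the other cell lines of the paper, its qPCR, flow cytometry and tumor measurements were not analysed here.

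According to the paper, the authors made stranded polyA libraries, trimmed the reads, aligned them to the mm10 mouse genome with STAR and estimated gene values with Cufflinks. The notes kept with the deposited tables name Cufflinks 2.0.2, and the methods name a later release. The authors deposited an FPKM value per gene and library, with the standard normalization of Cufflinks, in a table per line, and the version of the gene annotation is not given in the sources used here. Values in the EA1 table end at a lowest value of 0.01, and those in the EA2 table reach 0. The EA1 table has 24341 entries, of which 6 genes were left out because a library holds a status word of Cufflinks in place of a value. The EA2 table has 24347 entries, of which 27 were left out because the name is a date. This left 24335 genes in EA1 and 24320 in EA2, 24269 in both. Every value column was matched to a library.

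Genes with at least 1 FPKM in at least as many libraries as the smaller group of the line has (5 in EA1, 3 in EA2) were analysed as log2(FPKM + 1). In vivo and in vitro libraries of a line were compared with limma 3.58.1 (trend option, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes of that line at a threshold of 0.05. The series record describes independent replicates and names no pairing by replicate number, so no block was used. A single limma fit of all 18 libraries tested whether the change differs between the lines. Levels as such were not tested between the lines, since their tables were processed separately. The change in log2(FPKM + 1) of a gene near 0 in vitro is close to its in vivo level. For such genes the fit of all 18 libraries also compares levels between the tables. Overlaps of calls were tested with Fisher's exact test, one-sided. Single genes that the paper names were also tested by enumerating all splits of the libraries (two-sided, difference of mean log2 values). The paper's criteria for size of change were applied without its leading edge step: a log2 ratio of group means above 1 or below -1, and a mean above 5 FPKM in the higher group.

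The Hallmark gene sets were not used here. In their place 46 lists were written from general knowledge of pathways, of markers of other cell types and of RNA state. Lists with at least 5 genes past the filter were tested with camera of limma at a preset correlation of 0.01 (two-sided), adjusted over the lists of the comparison. Beside it stand camera with the correlation estimated from the libraries, fry, and preranked GSEA with fgsea 1.28.0 on the log2 ratio of group means with 10000 permutations. A single gene is named where the paper names it as a complement gene or as a receptor of a screened cytokine, or where it is Alk, Eml4 or Trp53. Genes are also named among the 10 largest rises and falls per line, the 3 largest per list, and the 10 largest differences between the lines each way, given a call and no overlap between the groups where the rule asks for it. The paper had been read when this rule was written. Some single genes that the rule covers are not reported here.

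The alternatives were a pseudocount of 0.1 in place of 1, no filter, a filter of 5 FPKM, median-of-ratios scaling and quantile normalization, robust empirical Bayes, the replicate number as a block, and each library left out in turn. Chosen after seeing the data were the removal of each library's trend with transcript length (a loess curve with a span of 0.3), EA2 in vitro library 2 alone, and leaving out genes with a lone floor value. Transcript lengths and positions come from the reference annotation provided for GRCm38, and processed pseudogenes of each gene were found with minimap2 2.31-r1302 (at least 95% identity over 80% of the transcript). Splits of the libraries into groups of the same sizes were refitted, 100 of 126 in EA1 and all 56 in EA2. The fits, the list tests and the length correction were tested on simulated data with known changes.

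FPKM values carry no fragment counts, so the depth of each library and the counting error of each value are unknown here, and values far below 1 FPKM rest on an unknown number of fragments. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.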

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

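The tests of host cell transcripts, the share of genes still lower after the length trend was removed and the test that oxidative phosphorylation stayed lower after it were chosen only after the results were seen, and the other tests were written down before their results were computed.

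In EA2 in vivo library 2 lay far from the other 4 in vivo libraries for 3 complement genes: C3 at 65.4 FPKM (others 11.9 to 19.8), C4b at 56.8 FPKM (others 8.01 to 20.6) and C4a at 0.204 FPKM (others 0.0601 to 0.0986). Without it the EA2 in vivo mean was 15.5 FPKM for C3 and 14.8 for C4b. EA2 in vivo library 4 was high for the collagen gene Col6a2, at 256 FPKM (others 79.1 to 103), for Ifngr1, at 71.9 FPKM (others 36.8 to 46.4), and for Cd59a, at 0.312 FPKM (others 0 to 0.0277), and without it the mean of Cd59a was 0.00694. In EA1, in vivo library 4 was high for Col3a1, at 1001 FPKM (others 67.6 to 331), and without it the mean was 242 FPKM. EA1 in vivo library 3 was high for Scgb1a1, at 887 FPKM (others 232 to 296), and for Hc, at 0.784 FPKM (others 0.187 to 0.322). EA1 in vitro library 1 was low for Mthfd2 at 67.0 FPKM (others 144 to 172) and Slc7a11 at 5.96 FPKM (others 20.3 to 25.0), and high for C4b at 0.213 FPKM (others 0.0632 to 0.0823). Mthfd2 was high in EA1 in vivo library 2, at 13.2 FPKM (others 8.49 to 9.86). These are 13 of 127 groups of 5 libraries examined, and chance alone picks out about 1 in 20.

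Several lists changed differently in EA1 and EA2 (camera on the difference of the changes, EA1 minus EA2). Genes past the filter in either line were taken, so those that passed through the in vivo values of 1 line favor a larger change there. Interferon gamma-induced genes (median difference -1.66, adjusted p = 0.000787) and MHC class I genes (median difference -1.23, adjusted p = 0.0344) rose more in EA2, and Notch genes (median difference -0.67, adjusted p = 0.0179) were higher there as well. E2F targets (median difference -1.12, adjusted p = 7.24e-05) and G2M genes (median difference -0.95, adjusted p = 0.0038) fell more in EA1, and genes of oxidative phosphorylation (median difference 1.12, adjusted p = 1.37e-07) fell in EA2. Higher in EA1 were cytokines and chemokines (median difference 0.75, adjusted p = 0.00176), the complement system (median difference 0.85, adjusted p = 0.00673), its regulators (median difference 1.89, adjusted p = 0.0158), coagulation genes (adjusted p = 0.00159), acute-phase genes (median difference 1.79, adjusted p = 0.000787) and gastric and hepatic lineage genes (median difference 0.58, adjusted p = 0.00673). So were markers of alveolar type 2 cells (adjusted p = 0.0337), club and ciliated cells (median difference 1.48, adjusted p = 0.00695), macrophages (median difference 0.89, adjusted p = 0.031), neutrophils (median difference 1.32, adjusted p = 0.0395), endothelial cells (median difference 1.43, adjusted p = 4.08e-05) and fibroblasts (median difference 1.46, adjusted p = 0.00695). With an estimated correlation each of these lists had an adjusted p of 0.591 to 0.802, so none passed by that tool, where 2 of 43 lists had an unadjusted p under 0.05. With the length trend removed, macrophage and neutrophil markers no longer passed (adjusted p = 0.0973 and 0.159), nor did they with EA2 in vitro library 2 alone (0.0506 and 0.101).

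Single genes differed too (limma, difference of the log2 changes). For genes near 0 in vitro such a difference also compares in vivo levels between tables processed separately. Among the complement genes, Cfi rose more in EA1 by 5.59 and C4a by 2.67. C4a may share reads with C4b, so its difference cannot be told apart from another assignment of reads in the EA2 table. Among the 10 largest differences toward EA1, Cxcl5 had 6.23. Reg3b (8.73), Reg3g (7.91), Reg1 (7.40), Tff2 (6.91), Crisp1 (6.56), Tff1 (6.45), Mmp7 (6.38), Eln (6.34) and Prom1 (6.24) were listed at 0 in every EA2 in vitro library, so these values rest on EA1. Toward EA2 the largest were Col6a1 (-4.32), H2-K1 (-4.15), Col6a2 (-4.03), the junction genes Pkp1 (-4.02) and Jup (-3.95), Jag1 (-3.91), Gbp3 (-3.85) and Fscn1 (-3.79). Has1, a hyaluronan synthase, was at the lowest listed value in every EA1 in vitro library (difference -4.23). The difference for Eef1a1 (-8.48) rests on EA2 in vitro libraries 1 and 2, where this abundant gene is listed at 0.

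Groups of genes that the paper does not discuss rose in vivo above the level in culture, given here as the median log2 change. In EA1 these were acute-phase genes (4.25), hypoxia and glycolysis genes (0.34), gastric and hepatic lineage genes (1.31) and immediate early and heat shock genes (0.97). They also were markers of fibroblasts (3.23), neutrophils (2.55), club and ciliated cells (2.40), macrophages (1.90), mesothelium (1.90), endothelium (1.87) and alveolar type 2 cells (1.85). In EA2 acute-phase genes (1.98), hypoxia and glycolysis genes (1.06), immediate early and heat shock genes (0.85) and fibroblast markers (1.81) rose. With an estimated correlation none of these lists passed, at adjusted p of 0.117 to 0.336 in EA1 and 0.436 to 0.609 in EA2. Genes below 1 FPKM in vitro pass the filter mainly through their in vivo values, so the filter sets part of these medians. In EA1 such genes were 18 of 25 acute-phase genes and, of the markers, 12 of 20 for fibroblasts, 5 of 5 for neutrophils, 8 of 9 for club and ciliated cells, 11 of 15 for macrophages, 16 of 18 for endothelium and 10 of 16 for alveolar type 2 cells.

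No other split of the libraries that was fitted gave as many changed genes as the real one. In EA1 the real split gave 8019 genes, 1 of 100 splits with as many, and the highest other split gave 1. In EA2 it gave 6345 genes, 1 of 56 splits with as many, and the highest other gave 7. Every other split mixes in vivo and in vitro libraries, so their difference enters the spread within groups and few calls must follow. The splits therefore cannot part growth in vivo from anything else that differed between the groups.

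EA2 in vitro libraries held less signal from long genes than the in vivo libraries, and this trend might raise long genes and lower short genes in vivo. Bounds for the explanation were set for lower genes alone. Of the 3643 higher genes, 2854 were still called higher with the trend of each library removed. The Spearman correlation of transcript length and change was 0.352 in EA2 and -0.147 in EA1, which met the criterion set for that explanation, but with the trend of each library removed 78.0% of the 2702 lower genes were still called lower and 2540 genes were lower in all, so the trend is not the whole cause. The median of oxidative phosphorylation genes went from -0.98 to -0.49, between the bounds set for and against the trend, and the list stayed lower (camera, adjusted p = 0.00018), though with an estimated correlation it did not pass even before the trend was removed (adjusted p = 0.436). Values of 0 in vivo beside 5 FPKM or more in vitro touch 1.22% of the lower genes, under the bound set against failed estimates. Slower growth in vivo, the biological explanation, stays open, since the E2F and G2M lists were both lower after the trend was removed (larger adjusted p = 0.01), though with an estimated correlation neither passed before it was (adjusted p = 0.65 and 0.585).

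Some housekeeping genes stood far below their EA1 level in the EA2 table: Gapdh had 12.8 ± 9.97 FPKM in vitro and 27.2 ± 15.5 in vivo in EA2, against 2191 ± 98.8 and 2135 ± 219 in EA1. A candidate explanation is that reads shared with processed pseudogenes were handled differently in that table. Genes with 5 or more near-identical processed pseudogenes (81 genes) had a median log2 ratio of EA2 to EA1 in vivo of -0.76, with an interquartile range of 1.91, against 0.10 for 9478 genes with none. The difference of -0.86 lies between a size of 1 set for the explanation and 0.3 set against it, so it cannot be told apart from other differences between the lines and tables. Levels of such genes in EA2 are uncertain, and no biological explanation was tested.

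Markers of fibroblasts rose in both lines (camera, adjusted p = 9.79e-06 in EA1 and 0.0375 in EA2, 0.145 and 0.436 with an estimated correlation), and those of macrophages, endothelium and airway in EA1, although the sort kept GFP-negative cells from mice with GFP in all tissues, and a candidate explanation is that host cells were carried through this gate. Of 31 fibroblast markers the cells expressed 8 (EA1) and 6 (EA2) in culture at 1 FPKM or more, and of 30 macrophage markers 4 and 3. In EA1 the Y-linked genes Ddx3y, Eif2s3y and Uty were above the lowest listed value in 5 of 5 in vivo libraries and at it in 5 of 5 in vitro libraries. Their EA1 in vivo means of 0.169, 0.201 and 0.0454 FPKM lay far below those of EA2 cells in vitro (12.0, 34.5 and 5.33). The presence of male RNA therefore does not show that its share was large. Of the host transcripts compared with C3, Col3a1 (mean 394 FPKM), Dcn and Lyz2 lay above it in 5 of 5 EA1 in vivo libraries, in EA2 Dcn (mean 506) did in 5 of 5, Lyz2 in 3 and Col3a1 in 2, and Cd68, Pecam1, Csf1r and Ptprc did in 0 of 5 in each line. A marker can lie above or below C3 whichever cells made C3, so these ranks do not decide whether host cells were its source. In EA2 Dcn stands far above Col3a1 (12.4) and Col1a1 (25.8, or 6.70 without in vivo library 4, which had 102), so there Dcn need not come from fibroblasts. Host cells as a source of C3 RNA stay open, as does a rise within the cancer cells, the biological explanation.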

How the results depend on the processing

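The alternatives with the length trend of each library removed, with EA2 in vitro library 2 alone and with genes at a lone floor value left out were chosen only after the data were seen, and the others were planned. Of 1220 values that answer a comparison, under all alternatives together, 1119 kept their direction and their side of the threshold or stayed within 1.5 times of a count, 40 lost their call, 29 gained one, 18 counts moved and 14 changed sign. Of 4738 values of single genes, further lists and correlations, 4492 kept both, 216 lost and 17 gained a call, 4 moved and 9 changed sign. Apart from the number of genes or libraries in a setting, the cause was not tested for any value below.

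Without the filter 5289 genes rose in EA1 (3459 with it), from 24335 genes tested. Leaving out a library gave 7680 to 8798 changed genes in EA1 and 4772 to 7580 in EA2, where no single library moved the count by over 1.5 times. EA2 in vitro library 2 alone has fewer libraries and borrows the spread of the in vivo group. It gave 3270 changed genes in EA2 (6345 with all), 1603 higher and 1667 lower. By the size criteria it gave 2459 (3855 with all), 1303 higher and 1156 lower, and it gave 4815 differences between the lines (7557) and 804 shared rises (1407). Asking for an absolute log2 change above 1 left 501 shared rises and 240 shared falls (1334).

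Estimating the correlation between genes had the largest effect on the list tests: 5 of 33 lists still passed in EA1, 0 of 20 in EA2 and 0 of 18 for the difference between the lines. Camera with that estimate gave an unadjusted p under 0.05 for 12, 2 and 2 lists, fry passed 38 lists in EA1 and 27 in EA2, and preranked GSEA 31 and 27. In EA1 the adjusted p became 0.0563 for type I interferon and 0.0563 for interferon gamma genes, 0.145 for DNA repair, and 0.126 for MHC class II, complement, both MYC lists, E2F, G2M and allograft rejection. In EA2 it became 0.436 for both interferon lists, both MHC lists, cytokine receptors, MYC translation targets, DNA repair and oxidative phosphorylation, 0.609 for MYC ribosome targets, 0.65 for E2F and 0.585 for G2M. For the difference it became 0.673 for complement, 0.742 for E2F and 0.802 for G2M.

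Oxidative phosphorylation in EA1 (adjusted p = 0.0643) passed with the stricter filter (0.0143), median-of-ratios scaling (0.00366), quantile normalization (0.0252) and without in vitro library 1 (0.0219, range 0.0219 to 0.157), and turned lower with the length trend removed (0.789). Allograft rejection in EA1 lost its call with quantile normalization (0.0741) and preranked GSEA (0.0899). In EA2 (0.157) it gained one without the filter (0.0034), with fry (0.000336) and with preranked GSEA (0.000562), and turned lower with the stricter filter (0.942).

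Complement in EA2 (0.0722) passed with a pseudocount of 0.1 (0.0156), the stricter filter (0.00708), the length trend removed (0.0387), in vitro library 2 alone (0.0226), fry (0.00429) and preranked GSEA (0.000562), and did not with no filter (0.256). It also passed without in vitro library 1 (0.0429) or 3 (0.0249) and without in vivo library 1 (0.0456), 2 (0.0204), 3 (0.035) or 5 (0.0265), in a range of 0.0204 to 0.66. Complement in EA2 did not pass camera with an estimated correlation (0.583). Cytokines in EA2 (0.92, lower by the test) turned higher with a pseudocount of 0.1 (0.949), no filter (0.616), quantile normalization (0.942), the length trend removed (0.464), lone floor values left out (0.98), in vitro library 2 alone (0.32), fry (0.369) and preranked GSEA (0.0271), which alone passed. They also did without in vitro library 1 (0.739) or 3 (0.743) and without in vivo library 3 (0.879), in a range of 0.727 to 0.968.

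MYC ribosome targets in EA2 (0.0375) lost their call with quantile normalization (0.224), the length trend removed (0.0937), without in vitro library 2 (0.428) and without in vivo library 4 (0.059), in a range of 0.0107 to 0.428. MYC translation targets in EA2 lost theirs with quantile normalization (0.552), and E2F targets in EA2 with fry (0.0821) and without in vitro library 2 (0.0537, range 0.000438 to 0.0537). The difference of MYC ribosome targets between the lines (0.0656) passed with quantile normalization (0.013), the length trend removed (0.00716) and EA2 in vitro library 2 alone (0.038). It passed without EA1 in vitro library 1 (0.0463), 4 (0.0439) or 5 (0.0372), EA2 in vitro library 1 (0.0331) or EA2 in vivo library 4 (0.0413), in a range of 0.0331 to 0.102.

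Of the genes the paper names, the log2 change of C2 in EA2 stayed at 1.48 without the filter but lost its call (adjusted p = 0.0704), as it did with quantile normalization (1.16, 0.0701) and with in vitro library 2 alone (1.497, 0.221). It also did without in vitro library 1, 2 or 3 (adjusted p = 0.0761, 0.059 and 0.0651), where the change held at 1.495, 1.469 and 1.471, with log2 changes of 1.13 to 1.77 over all libraries left out. Cd55 in EA1 had -0.23 with quantile normalization and 0.22 to 0.53 with a library left out, and passed without in vivo library 4 (0.53). C2, C4a and Cd55 in EA1 and C2 in EA2 were below the stricter filter, as was the allograft rejection list of EA1 with under 5 genes, so they have no value there. C3 and C4b in both lines and C2 and C4a in EA1 kept direction and call in every alternative run. Of the receptor genes, 7 changed in EA2 and 4 did with quantile normalization or with in vitro library 2 alone, and the number with a library left out was 4 to 7 (4 without in vitro library 1). Among printed means of 0.3 FPKM or more that are not treated elsewhere, a single library moved by over 1.5 times those in vitro in EA2 of Alk (5.99 FPKM without library 2), Cd68 (4.55 without library 2), Gapdh (7.23 without library 2), Dcn (1.44 without library 3), Saa3 (0.505 without library 3), Il6ra (0.449 without library 3) and Cd59a (0.191 without library 3), and those in vivo of Cfi in EA2 (0.352 without library 4) and Gbp3 in EA1 (0.824 without library 4).

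Changes that passed no test turned sign for Il6ra in EA1 (0.069 with median-of-ratios scaling, 0.12 with the length trend removed, -0.27 to 0.14 with a library left out), Jup in EA1 (-0.055 to 0.14 with a library left out), Il1r1 in EA2 (-0.24 with the length trend removed, -0.40 with in vitro library 2 alone) and Ifngr1 in EA2 (-0.045 to 0.45 with a library left out, lowest without in vitro library 2). The calls for Eef1a1 in EA1 and Eml4 in EA2 were lost with a change of sign, at -0.21 with quantile normalization and -0.004 with in vitro library 2 alone.

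The groups share replicate numbers, and a fit with the number as a block gave 7787 changed genes in EA1 and 5225 in EA2. Same-numbered libraries correlated in their deviations from the group means at -0.061 to 0.077 in EA1 and -0.131 to 0.007 in EA2, and 1 of 8 correlated best with its own number, so the numbers are not taken as pairs. With the block, complement in EA2 passed (adjusted p = 0.000732), MYC ribosome targets in EA2 did not (0.0696), and 4 receptor genes changed in EA2. The depth of each library is unknown. From simulated changes, 95 of 100 genes changed by a log2 of 1 and all 100 changed by a log2 of 2 were recovered in EA1, and 37 and 89 of 100 in EA2, so smaller changes may be missed in EA2. The simulation changed 200 genes of higher level, far fewer than the real fits called, so these rates need not hold for the real fits.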

Differences from the paper's values

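Genes lower in vivo by the size criteria, without the leading edge step of the paper, were fewer than the numbers drawn in Figure 2I, which were read by eye. In EA1 896 genes were lower, against the paper's about 1600 in Figure 2I, and in EA2 1788, against the paper's about 3900 in Figure 2I. In both lines 264 genes were lower, against the paper's about 610 in Figure 2I. Under the alternatives set before the data were examined (another FPKM criterion, the ratio of medians, the difference of mean log2 values, median-of-ratios scaling and each library left out) the number was 652 to 953 in EA1 and 1622 to 2198 in EA2, and each still differed by over 1.5 times. The number shared was computed in the main setting alone. The limma calls, which ask for no size of change, gave 4560 lower genes in EA1 and 2702 in EA2, with 1334 in both. The numbers higher in vivo in Figure 1I were within 1.5 times of those given here in both lines.

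The mean of C3 in EA2 in vivo, 25.5 FPKM, was close to the paper's about 25 in Figure 4A, read by eye, but without EA2 in vivo library 2 it was 15.5 and differed. The mean of C2 in EA2 in vivo, 2.49 FPKM, was close to the paper's about 2.4 in Figure 4B. Without EA2 in vivo library 4 it was 1.52, over 1.5 times from the paper's, though by less than the SD of the libraries. The other group means read from Figures 4A to 4C and 5A did not differ by the same rule. For C4 in Figure 4C the comparison was with C4a, at 6.01 FPKM in EA1 and 0.101 in EA2 in vivo, against the paper's about 6 and 0.1. The figure legend names CMT and EA1 as the lines with increased C4. C4b, which was not compared with the figure, rose in EA2 as well, to 23.2 FPKM in vivo.

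The paper states that in EA1 the pathways that were lower in vivo were MYC targets alone, as in Figure 2G. With lists written from general knowledge, both MYC lists were lower in EA1, and so were E2F targets (77 of 78 genes, adjusted p = 1.61e-18 from camera), G2M genes (67 of 68, 6.8e-19), DNA repair (0.00124), mTORC1 and sterol synthesis (0.000578) and MAPK output genes (0.0385). With an estimated correlation their adjusted p was 0.126, 0.126, 0.145, 0.187 and 0.432, and that of the MYC lists 0.126 and 0.126. At Figures 2I and 2J the paper itself places the genes lower in all of its lines in G2M checkpoint and E2F targets, so for these lists the difference is from the statement at Figure 2G alone. The Hallmark sets were not used here, so the lists hold other genes than the paper's.

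The paper states that receptor levels do not appear to differ significantly between its cell lines. Of the 10 receptor chains, 7 were within 3 times of each other in vitro and 3 were not: Il22ra1 had 8.65 FPKM in EA1 and 0.0908 in EA2, Il1rap 0.401 and 9.26, and Tnfrsf1b 8.84 and 1.86. Il6ra is among the 7 by its EA2 in vitro mean of 0.708 FPKM, but not by the 0.449 FPKM left without in vitro library 3. All these are levels in tables processed separately and were not tested.

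The text at Figure 5A states no significant change of Cd55 in the lines other than CMT, and the legend that it appears to be induced in all lines. Here Cd55 in EA1 had a log2 change of 0.33 that did not pass (adjusted p = 0.203 from limma), and it passed without EA1 in vivo library 4 (0.53, adjusted p = 0.00826).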

Other observations

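No test of an explanation is reported here, and the counts against EA2 in vitro library 2 alone come from tests chosen only after the data were seen. Slc7a11, the cystine transporter, fell by 3.51 in EA1, from 18.9 ± 7.44 to 0.598 ± 0.135 FPKM (SD, n = 5 each, adjusted p = 2.09e-06 from limma). As a list, mTORC1 and sterol synthesis genes fell in EA2 too: 18 of 37 fell and 2 rose (camera, adjusted p = 0.000272, 0.583 with an estimated correlation), with 16 lower against in vitro library 2 alone.

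Genes of hypoxia and glycolysis rose in both lines: 20 of 38 rose and 5 fell in EA1 (camera, adjusted p = 0.000831, 0.251 with an estimated correlation), and 19 of 37 rose and 2 fell in EA2 (0.016, 0.609 with an estimated correlation), 7 against in vitro library 2 alone. Lox, lysyl oxidase, rose by 3.42 in EA1 and 3.94 in EA2, and Car9, a carbonic anhydrase induced by hypoxia, by 4.49 and 2.07. Vegfa, the endothelial growth factor, fell by 1.26 in EA1.

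Genes of gastric and hepatic lineages, which some lung adenocarcinomas express, rose in EA1: 17 of 24 rose and 2 fell (camera, adjusted p = 0.00019, 0.336 with an estimated correlation). Tff2, a trefoil peptide of the stomach, went from 0.265 ± 0.250 to 239 ± 179 FPKM (SD, n = 5 each), a log2 change of 7.09, and Tff3 rose by 5.86. Cdx2, an intestinal transcription factor, fell by 1.24, and Hmga2, a chromatin protein of embryonic cells, fell by 0.98. In EA2 4 of 11 rose and 1 fell (0.417), or 3 and 0 adjusted over the list alone.

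Notch genes went both ways in EA1, where 14 of 35 rose and 13 fell (camera, adjusted p = 0.343, median 0.06, and -0.06 with quantile normalization). In EA2 19 of 35 rose and 2 fell (0.00604, 0.436 with an estimated correlation), 12 and 2 against in vitro library 2 alone. Notch3 rose by 2.17 in EA1 and Notch1 by 3.31 in EA2.

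Alk, the kinase of the fusion, went from 8.82 ± 1.13 to 14.2 ± 2.73 FPKM in EA1 (log2 change 0.62, adjusted p = 0.00198 from limma) and from 9.68 ± 6.39 to 21.2 ± 1.96 in EA2 (1.21, 0.0056). EA2 in vitro library 2 had 17.0 FPKM of Alk, close to the lowest EA2 in vivo value of 18.6, so the rise against that library is smaller. Eml4 rose by 0.41 (0.0109) and 1.02 (0.0246), though the EA2 rise was gone against in vitro library 2 alone. These values do not part the fusion transcript from the normal genes. Trp53 fell in both lines, from 129 to 75.7 FPKM in EA1 (log2 change -0.78) and from 39.3 to 15.7 in EA2 (-1.27), a line that the paper describes as p53 null, and RNA does not show protein. Targets of p53 went both ways, 11 of 34 higher and 17 lower in EA1 (camera, adjusted p = 0.678) and 10 of 31 higher and 8 lower in EA2 (0.794, median 0.02, and -0.15 and -0.11 with median-of-ratios scaling and quantile normalization, while its test is toward lower). MAPK output genes did not pass in EA2 (5 of 26 higher and 8 lower, 0.274), but against in vitro library 2 alone they were lower (2 higher and 11 lower, adjusted p = 0.0295).

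Among the marker lists not given elsewhere, mesothelial genes rose in EA1 (4 of 5, camera, adjusted p = 0.00806, 0.126 with an estimated correlation) and not as a list in EA2 (2 higher and 2 lower of 5, 0.915, median 0.07, and -0.10 and -0.18 with median-of-ratios scaling and quantile normalization). Alveolar type 1 genes did not pass (5 higher and 6 lower of 11 in EA1, 0.903, and 3 and 1 of 10 in EA2, 0.817). Nor did dendritic and mast cell genes (2 and 1 of 5, 0.286, and 4 and 1 of 6, 0.354), or NK cell genes in EA2 (1 and 2 of 6, 0.442). Housekeeping genes went both ways (7 higher and 9 lower of 18 in EA1, 0.933, median -0.11, and 0.05 with median-of-ratios scaling; 8 and 5 of 18 in EA2, 0.581). Mitochondrial, nuclear and sex chromosome genes in EA2 had 0 higher and 1 lower of 5 (0.153). Lists for T cells, B cells, platelets, erythroid cells and complement receptors, NK cell and mitochondrial lists in EA1 and the neutrophil list in EA2 had fewer than 5 genes past the filter and were not tested.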
